# A network pharmacology approach reveals new candidate caloric restriction mimetics in *C. elegans*

**DOI:** 10.1111/acel.12432

**Published:** 2015-12-16

**Authors:** Shaun Calvert, Robi Tacutu, Samim Sharifi, Rute Teixeira, Pratul Ghosh, João Pedro de Magalhães

**Keywords:** aging, *Caenorhabditis elegans*, drug repositioning, lifespan, longevity, pharmacogenomics

## Abstract

Caloric restriction (CR), a reduction in calorie intake without malnutrition, retards aging in several animal models from worms to mammals. Developing CR mimetics, compounds that reproduce the longevity benefits of CR without its side effects, is of widespread interest. Here, we employed the Connectivity Map to identify drugs with overlapping gene expression profiles with CR. Eleven statistically significant compounds were predicted as CR mimetics using this bioinformatics approach. We then tested rapamycin, allantoin, trichostatin A, LY‐294002 and geldanamycin in *Caenorhabditis elegans*. An increase in lifespan and healthspan was observed for all drugs except geldanamycin when fed to wild‐type worms, but no lifespan effects were observed in *eat‐2* mutant worms, a genetic model of CR, suggesting that life‐extending effects may be acting via CR‐related mechanisms. We also treated *daf‐16* worms with rapamycin, allantoin or trichostatin A, and a lifespan extension was observed, suggesting that these drugs act via DAF‐16‐independent mechanisms, as would be expected from CR mimetics. Supporting this idea, an analysis of predictive targets of the drugs extending lifespan indicates various genes within CR and longevity networks. We also assessed the transcriptional profile of worms treated with either rapamycin or allantoin and found that both drugs use several specific pathways that do not overlap, indicating different modes of action for each compound. The current work validates the capabilities of this bioinformatic drug repositioning method in the context of longevity and reveals new putative CR mimetics that warrant further studies.

## Introduction

The aging of the population has created an urgent need to develop approaches targeting the aging process. In model organisms, aging can be delayed by genetic manipulations and by nutritional interventions like caloric restriction (CR), which consists of restricting calorie intake without malnutrition (Fontana *et al*., 2010; de Magalhães *et al*., 2012). CR is not a perfect solution and comes with several side effects (Dirks & Leeuwenburgh, 2006). Therefore, CR is unlikely to be widely adopted by the public. As such, developing CR mimetics, compounds that reproduce the longevity benefits of CR without its side effects, is of widespread interest.

A number of pathways have been already associated with CR and hence are likely targets of CR mimetics. Target of rapamycin (TOR) is a well‐documented nutrient sensor that regulates metabolism and growth in response to amino acid and nutrient intake (Wullschleger *et al*., 2006; Fontana *et al*., 2010). TOR is inhibited by rapamycin, resulting in an increased lifespan in organisms from yeast to mammals (Stanfel *et al*., 2009; Miller *et al*., 2011). RNAi of TOR increased lifespan in wild‐type *C. elegans*, but not in *eat‐2* mutants, a long‐lived CR genetic model (Hansen *et al*., 2007).

Drug repositioning, finding new applications for known drugs, expedites the drug development process by obviating the need for early toxicity trials. The Connectivity Map (CMap) is a database of gene expression profiles from varying human cell lines responding to treatment with different compounds, including FDA‐approved drugs and nondrug bioactive compounds, which can be used to predict potential small‐molecule candidates (Lamb *et al*., 2006). In this project, we hypothesized that drugs that induce a transcriptional profile in human cell lines overlapping with that of CR are likely to act as CR mimetics. Therefore, we cross‐linked mammalian molecular signatures of CR with drug signatures available in the Connectivity Map and obtained various candidates. Subsequently, we employed lifespan and healthspan assays to test the ability of CR mimetic candidates to induce a CR‐like state in *C. elegans* and found new potential CR mimetics, demonstrating that our method can uncover biologically relevant findings.

## Results

### Cross‐linking CR and drug‐induced transcriptional profiles

To identify potential CR mimetic drugs, we retrieved a CR transcriptional profile from published data in rat cells exposed to sera from rats or rhesus monkeys undergoing CR (de Cabo *et al*., 2003). The transcriptional profile was used to query the CMap to identify drugs that induce similar or opposite profiles (see Experimental procedures). This analysis provided both a list of drugs that match the profile of CR based on all data in the CMap (Table 1) and a list based on different drug dosages for each drug (Table 2). Overall, we discovered 11 small molecules significantly inducing gene expression changes overlapping with those induced by CR. Of note, rapamycin was one of our top hits and is known to extend lifespan in organisms from yeast to mice (Stanfel *et al*., 2009; Miller *et al*., 2011). We also found LY‐294002 to be significant and wortmannin close to significance (Table S2). These molecules also extend lifespan in invertebrates through the inhibition of the PI3K pathway (Babar *et al*., 1999).

**Table 1:** Drugs identified as matching or opposing the transcriptional profile of CR based on all array data

CMap name	Mean	*P*‐value
Geldanamycin	0.325	0
Monorden	0.37	0
Sirolimus	−0.387	0
Allantoin	−0.548	0.00004
LY‐294002	−0.193	0.00004
Rilmenidine	0.619	0.00006
Vorinostat	0.36	0.00014
6‐Bromoindirubin‐3’‐oxime	0.53	0.00022
Antimycin A	−0.517	0.00034

Mean shows the level of match and the direction of the match based on the average of all arrays at all dosages within the CMap; positive values indicate a match, whereas negative ones indicate an opposite profile. Probability values indicate the statistical significance of the match. Only statistically significant drugs after Benjamini correction are shown. Full results are in Table S2.

**Table 2:** Drugs identified as matching or opposing the transcriptional profile of CR based on data from each dose and cell line

CMap name and cell line	Mean	*P*‐value
Sirolimus – MCF7	−0.491	0
Tanespimycin – MCF7	0.378	0
Trichostatin A – PC3	−0.276	0
Geldanamycin – MCF7	0.445	0.00002

Mean shows the level of match and the direction of the match based on the average of all arrays at each dosage, with each cell line, for each drug within the CMap; positive values indicate a match, whereas negative ones indicate an opposite profile. Probability values indicate the statistical significance of the match. Only statistically significant drugs after Benjamini correction are shown. Full results are in Table S2.

### Drug treatments increase lifespan of *C. elegans* in a CR‐like manner

We selected 5 drugs identified as inducing similar or opposite transcriptional profiles to CR to analyse further. These compounds were selected based on different criteria: rapamycin, LY‐294002 and trichostatin A (TSA) because they are already known to increase lifespan; TSA was the top candidate from specific dosages after rapamycin (Table 2); allantoin was chosen as it was a compound not studied previously in the context of aging; and geldanamycin was selected as it induces a transcriptional profile opposite to that of rapamycin and hence would appear to undo CR. To test the selected drugs’ capability to extend lifespan, we performed lifespan assays of wild‐type worms exposed to each drug from the final stage of larval development (after L4 moult, 2 days posthatching). To evaluate whether the mechanism of action of these drugs is similar to that of CR, they were also tested in long‐lived *eat‐2* mutants, as they have a lower food uptake and hence a constant CR‐like state. If these drugs acted through a mechanism different from CR, then we would expect a synergistic increase in lifespan in the *eat‐2* worms. Contrarily, for similar mechanisms, we would expect diminished or no lifespan effects in treated *eat‐2* worms.

Allantoin‐ (Fig. 1A), TSA‐ (Fig. 1B), rapamycin‐ (Fig. 1C) and LY‐294002‐treated (Fig. 1D) N2 worms showed a prolonged lifespan compared to N2 controls. The average lifespan of N2 worms treated with allantoin (28.3 days), TSA (28.4 days), rapamycin (27.6 days) and LY‐294002 (28.1 days) was significantly greater than that of untreated controls (23.1 days) (Table 3). This shows that the drugs are sufficient to increase lifespan of wild‐type worms, although the lifespan extension observed in each treatment showed some variation between trials (Table S3). No consistent increase in lifespan was detected in the treated *eat‐2* worms when compared to *eat‐2* controls or to N2 worms treated with the drugs (Fig. 1), although small effects were occasionally observed (Table S3). Taken together, these results indicate that allantoin, TSA, rapamycin and LY‐294002 extend lifespan through a mechanism potentially similar to CR. The exception was geldanamycin‐treated worms (Fig. S1) that did not show any lifespan increase and did not differ significantly from untreated controls of the same genotype. An initial trial with geldanamycin in *eat‐2* worms showed a reduction in lifespan, as if geldanamycin was negating the effect of CR (Table S3). This was not reproduced in further trials.

**Figure 1:**
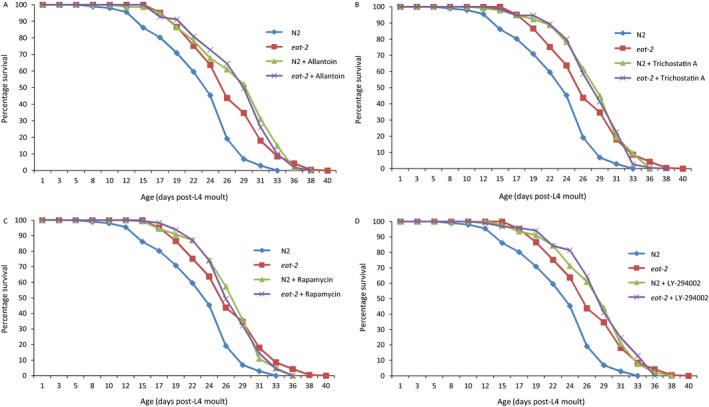
Percentage survival of wild‐type (N2) or *eat‐2* mutant worms alone or treated with allantoin (A), trichostatin A (B), rapamycin (C) or LY‐294002 (D). Worms that did not respond to touch stimulation were recorded as dead. Both *eat‐2* and treated worms of both genotypes showed both a significantly longer lifespan than N2 controls and no significant variation from each other (Table 3). (A) Allantoin‐treated N2 had a 21.9% increase in lifespan. (B) Trichostatin A‐treated N2 had a 22.1% increase in lifespan. (C) Rapamycin‐treated N2 had an 18.9% increase in lifespan. (D) LY‐294002‐treated N2 had a 21.6% increase in lifespan. Results are shown for combined data from two representative trials (full range of results is shown in Table S3).

**Table 3:** Overview of lifespan data for various drug treatments

Name	No. of subjects	Mean lifespan (days)	%Lifespan increase
N2	203	23.14	‐
*eat‐2*	210	27.01	16.22*
N2 + Allantoin	221	28.32	21.86* ^,^ #
*eat‐2* + Allantoin	203	28.45	22.42*
N2 + TSA	277	28.38	22.12*
*eat‐2* + TSA	225	28.22	21.43*
N2 + Geldanamycin	365	23.7	1.98#
*eat‐2* + Geldanamycin	167	28.87	24.23*
N2 + Rapamycin	164	27.64	18.93*
*eat‐2* + Rapamycin	180	28.26	21.60*
N2 + LY‐294002	272	28.09	20.87*
*eat‐2* + LY‐294002	229	28.43	22.33*

The mean number of days each worm population lives post‐L4 moult. These means were compared by a log‐rank test and the results transformed through Bonferroni transformation to compensate for multiple comparisons. *Indicates significance compared to untreated N2 controls; ^#^indicates significance compared to untreated *eat‐2* controls. Results are shown for combined data from two representative trials (full range of results is shown on Table S3). Abbreviations: TSA (trichostatin A).

As *eat‐2* worms eat less, it is possible that they were simply not taking in enough of the drugs to increase lifespan. To this end, we then tested worms with a double dosage for the most novel drugs: allantoin or TSA (Figs S2 and S3). As before, a significant increase in lifespan was observed for all drugs in N2 controls (>20% increase in lifespan, except for the higher allantoin dosage which was only 14%). A statistically significant increase in lifespan was observed when drugs were administered to *eat‐2* worms; however, the effect sizes were very small (<5% increase) and this was observed for both dosages in this trial, suggesting that the much greater lifespan increase in N2 worms is not due to *eat‐2* worms taking up less drug.

Overall, all four drugs predicted to mimic CR (allantoin, TSA, rapamycin and LY‐294002) showed an increase in lifespan in a CR‐like manner. Geldanamycin that showed an opposite gene expression to the above drugs and hence was expected to negate the effects of CR appeared to have no effect on longevity.

### Allantoin and TSA extend lifespan in a DAF‐16‐independent manner

DAF‐16 is not required for lifespan extension induced by CR (Houthoofda *et al*., 2003), but is required for lifespan changes induced by perturbations of the DAF‐2 signalling pathway. If our candidate compounds are CR mimetics, we would expect to see a lifespan increase in *daf‐16* mutant worms. Therefore, we analysed the lifespan of *daf‐16* worms treated with rapamycin, allantoin or TSA. The average lifespan of *daf‐16* worms treated with rapamycin (21.8 days), allantoin (21.5 days) or TSA (22.2) was significantly greater than that of untreated *daf‐16* worms (17.9 days) (Fig. 2), in line with our predictions that these are possible CR mimetics.

**Figure 2:**
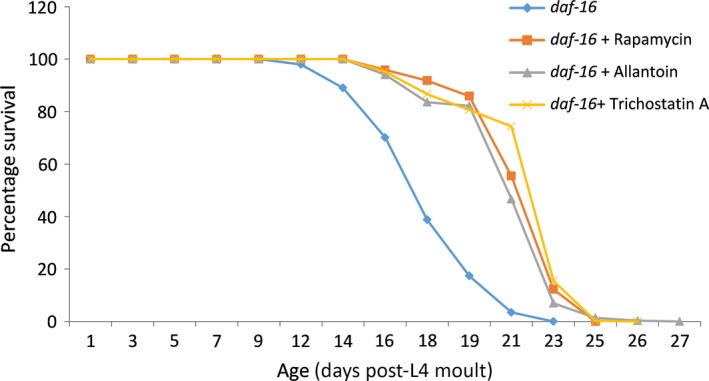
Percentage survival of *daf‐16* worms alone or treated with rapamycin, allantoin or trichostatin A. A significant increase in lifespan was observed in response to treatment with rapamycin (21.7% increase), allantoin (19.7% increase) or trichostatin A (23.8% increase) compared to untreated *daf‐16* worms.

### Drug treatments may prolong healthy lifespan

To determine whether the lifespan increase was also affecting healthspan, we measured the healthspan of treated wild‐type worms by performing both movement and pharyngeal pumping assays. Both worm movement and pharyngeal pumping rate have been shown to decrease with age (Hosono *et al*., 1980), and so any delay in this decline would indicate a slower rate of aging. All the treated worms, except those treated with geldanamycin, showed no change in the decline of movement rate (Fig S4–S12).

Worms treated with allantoin (Fig. 3A), TSA (Fig. 3B), rapamycin (Fig. 3C) or LY‐294002 (Fig. 3D) showed a significantly slower decline in pharyngeal pumping (Figs S13–S16) and a higher rate of pumping at day 10 when compared to control worms. This difference indicates that the drugs prolong lifespan through delayed aging with worms remaining healthier later in life. It also indicates that drugs are not inducing CR by restricting food intake as the worms’ pharyngeal pumping is not inhibited. At day 15, there is no significant difference between treated and control worms, indicating a faster decline in pumping after day 10 among the treated worms.

**Figure 3:**
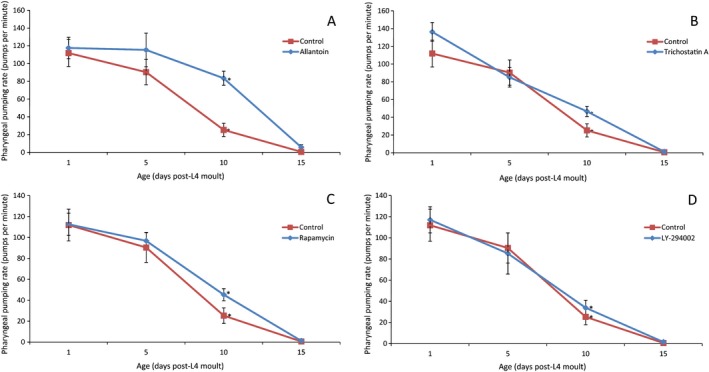
The pharyngeal pumping rate of either N2 control worms or those treated with allantoin (A), trichostatin A (B), rapamycin (C) or LY‐294002 (D). The pumping rate was recorded on days 1, 5, 10 and 15 post‐L4 moult when treatment with the drug began. The treated worms showed a slower decline of pharyngeal pumping compared to the untreated controls. The rates of pumping in allantoin‐ (83.5 pumps per minute), trichostatin A‐ (46.7 pumps per minute), rapamycin‐ (45.3 pumps per minute) and LY‐294002 (33.88 pumps per minute)‐treated worms are greater than those of untreated worms (25.3 pumps per minute) to a statistically significant degree at day 10 (two‐tailed *t*‐test): allantoin (*P* < 0.001, *N* = 10), trichostatin A (*P* < 0.05, *N* = 10), rapamycin (*P* < 0.05, *N* = 10) and LY‐294002 (*P* < 0.01, *N* = 10). *Significance of at least 0.05. Error bars indicate ±1 standard error.

Geldanamycin‐treated worms showed a faster decline of pharyngeal pumping rate compared to untreated controls. The rate of pumping in treated worms was lower at day 5 (Fig. S13). Movement rate decreased faster in geldanamycin‐treated worms (Fig. 4). The rate of this decline is much greater between days 1 and 5; however, the rate seems to level off. These results indicate that the worms are aging at a faster rate or are suffering some toxic effect of the drug, despite the lack of reduction in lifespan.

**Figure 4:**
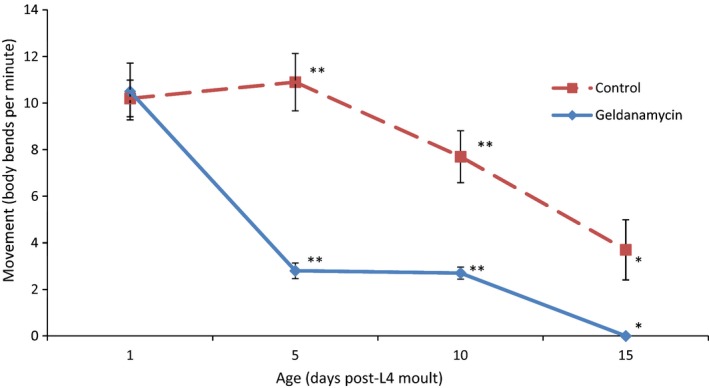
The movement rate of either N2 control worms or those treated with geldanamycin. The movement rate was recorded on days 1, 5, 10 and 15 post‐L4 moult when treatment with the drug began. The geldanamycin‐treated worms show a much faster initial decline in movement compared to the untreated controls before levelling out after day 5 with no decrease between days 5 and 10. Movement rate decreases faster in geldanamycin‐treated worms with the rate of movement at days 5, 10 and 15 for treated worms (2.8, 2.7 and 0 body bends per minute, respectively) being lower than the rate in untreated controls (10.9, 7.7 and 3.7 body bends per minute, respectively), to a significant degree (two‐tailed *t*‐test) at day 5: (*P* < 0.001); day 10: (*P* < 0.001); day 15: (*P* < 0.05). *Significance of at least 0.05; **significance of at least 0.005. Error bars indicate ±1 standard error.

### Analysis of predicted drug targets and impact on CR and longevity networks

To explore the mechanisms and pathways by which the tested drugs mimic CR, we looked at their predicted targets. Using STITCH (Kuhn *et al*., 2012), we identified 5 gene targets for allantoin, 19 for rapamycin, 5 for LY‐294002 and 9 targets for TSA. Although the overlap between the four target sets was minimal, with only 2 genes being common targets for rapamycin and for LY‐294002 (*let‐363*, a homologue of *mTOR*, and *rps‐6*), it is still possible that all mechanisms converge to a downstream signature. This idea is further supported by our MANTRA (Carrella *et al*., 2014) analysis, which allows the visualization of the similarity in induced gene expression for a set of drugs using a network (Fig. S17). This analysis showed that geldanamycin, rapamycin and LY‐294002 act in a relatively similar manner, with TSA having a more distant profile. Allantoin seems to act in a manner distinct from the rest of the compounds as it appears unconnected to the other compounds (Fig. S17).

Next, we aimed to understand the links between the targets of the drugs, longevity and CR (Fig. 5). Using the GenAge database (Tacutu *et al*., 2013), we found among the drug targets genes previously associated with lifespan regulation in worms. For example, RNAi of *let‐363* and *rps‐6* (rapamycin and LY‐294002 targets), and RNAi of *F55B11.1* (one of the predicted targets of allantoin), extends lifespan of N2 worms. In contrast, RNAi of *atg‐5* and postdevelopmental RNAi of *eef‐2*, both potential targets of rapamycin, result in a lifespan reduction. Other targets include *age‐1* (target of LY‐294002), whose mutants are well known to be long lived, and *sir‐2.1* (target of TSA) whose overexpression extends lifespan by up to 50%. Interestingly, *let‐363*,* rps‐6* and *sir‐2.1* are also in GenDR as associated with CR longevity effects (Wuttke *et al*., 2012). Additionally, we found three genes so far not associated with longevity which have been suggested to play a role in CR: orthologs of *fkb‐6* and *gsy‐1* (both targets of rapamycin) are significantly overexpressed in mice under CR (Plank *et al*., 2012). Additionally, cbp‐1 (a transcriptional factor that might be affected by TSA) is induced under CR and blocking it results in countering the protective effects of CR (Zhang *et al*., 2009).

**Figure 5:**
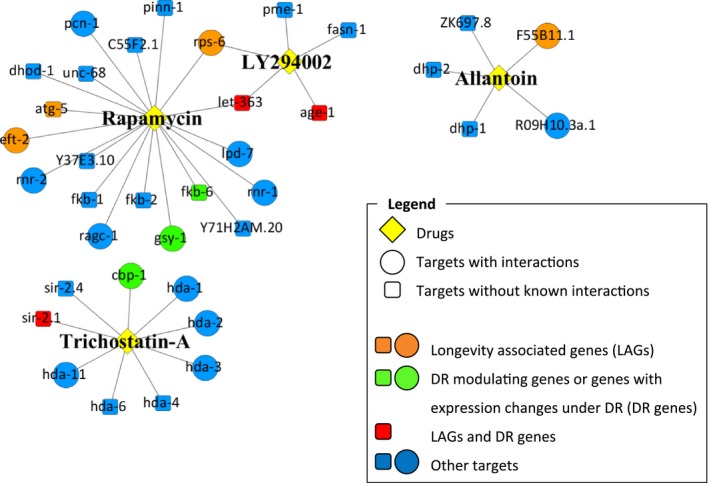
Visual representation of allantoin, LY‐294002, rapamycin and trichostatin A and their gene/protein targets. Included is the mapping of longevity‐associated genes, CR‐mediating genes and genes with expression changes under CR.

As previously shown, all longevity‐associated genes (LAGs), together with their direct interaction partners, form a continuous protein–protein interaction network. This worm longevity network was successfully used to predict new longevity regulators, and we have shown that the first‐order interactors of known worm LAGs are also likely to participate in the regulation of lifespan (Tacutu *et al*., 2012). As such, it is interesting to know how many more non‐LAG targets belong to the worm longevity network (Fig. 6). Of the 11 additional targets, 8 have multiple interactions, some being quite central. For example, *hda‐1*, one of TSA targets, interacts with 15 other network genes, and *gsy‐1* and *pcn‐1*, both targets of rapamycin, interact with 11 and 9 other genes, respectively. This suggests that TSA and rapamycin might modulate lifespan in a systemic way. While allantoin and LY‐294002 are more peripheral in the network, some of their targets are also not very far from central nodes and LAGs. Thus, although the targets for the drugs hardly overlap, it seems that these four drugs perturb the longevity network, either by targeting specific genes or through effects on multiple genes that are different between the drugs, to modulate longevity.

**Figure 6:**
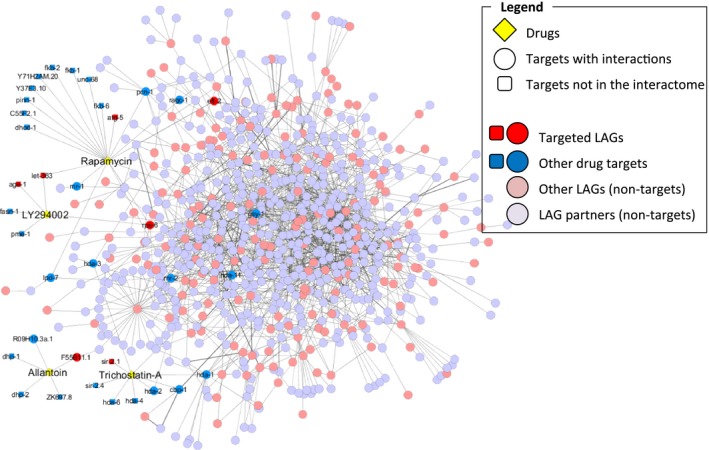
The worm longevity network. The network (which includes longevity‐associated genes and their interaction protein partners) contains many potential links to drug targets through which allantoin, LY‐294002, rapamycin and trichostatin A might have an effect on its functionality. For an integrative visualization, all drug targets have been displayed (including the targets that do not belong to the network).

### Gene expression analysis of rapamycin and allantoin

Rapamycin, thought to be a CR mimetic, is one of the most studied drugs, and understanding this compound better is essential to better understanding CR. To this end, we decided to evaluate gene expression changes in both *eat‐2‐* and N2‐treated worms. Allantoin, on the other hand, has not been studied in terms of aging or CR. As such, its analysis in N2 worms is also important to understand whether it acts similarly to rapamycin and/or to CR in *eat‐2* mutants.

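The arrays cover 5 groups of whole worms: N2 on vehicle, on rapamycin or on allantoin, and eat-2 mutants on vehicle or on rapamycin. N2 is the wild type, and eat-2 encodes a subunit of the acetylcholine receptor that drives pumping of the pharynx, so the mutant eats less. No eat-2 worms on allantoin are among the arrays, so the question for allantoin is answered in the wild type only. Worms were moved to the plates at the L4 stage and collected 72 h later at 20 °C, which for the wild type covers the adult moult and the first days of egg laying. An array reads all tissues of a whole worm together, the germline and any embryos among them. The lifespan plates of the paper held FUDR, which blocks DNA synthesis and the production of embryos, and its account of the arrays does not say whether their plates did, so what germline and embryo genes measure here is open.

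Each group has 3 arrays, and the paper does not state whether the 3 came from separate cultures. A limma p-value here therefore measures the spread between these samples only. Comparisons were made with limma on the 6 arrays of each pair of groups, over 22548 probe sets. Overlaps are counted in these probe sets, also where they are called genes, and some genes have several. A probe set is called below when it passes the study's own threshold, an unadjusted p under 0.05 with a change over 2-fold, and the number at a Benjamini-Hochberg adjusted p under 0.05 is given beside it. Gene families were tested as lists with camera.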

The number of differentially expressed genes (DEGs) (*P*‐value <0.05 and fold change >2.0) across treatments is presented in Table 4 (full list in Table S4). 

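Cuticle genes and a nematode-specific protein family gave some of the largest differences between wild-type worms on rapamycin and their controls. The collagen gene col-138 rose from a mean of 7.16 (SD 0.7) in N2 controls to 10.54 (SD 0.48) on rapamycin, a log2 change of 3.39 (n = 3 per group, standard error 0.4, limma adjusted p = 0.0165). The gene pud-4, named for a protein that is more abundant in daf-2 mutants, fell from 9.63 (SD 0.81) to 4.14 (SD 0.34), a log2 change of -5.49 (limma adjusted p = 0.00676). The lower level lies below the bound of 5.14 for the dimmest 25% of probe sets, so the size of that change is uncertain. For both genes the 3 rapamycin arrays lay wholly apart from the 3 controls, which the rule that chose them requires. The moulting gene mlt-11, a protease inhibitor of the cuticle, rose by 2.89 (limma adjusted p = 0.0153), and the yolk protein gene vit-4 fell by 1.65 (limma adjusted p = 0.00803).

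Against N2 controls, 1897 probe sets were called in N2 worms on rapamycin, 913 in N2 worms on allantoin and 342 in eat-2 controls. Rapamycin in eat-2 worms called 690 against eat-2 controls and 1011 against N2 controls. In these separate fits the order is another at an adjusted p under 0.05, where limma returned 2116 probe sets for rapamycin in N2, 3118 for rapamycin in eat-2 against eat-2 controls, 43 for eat-2 worms on rapamycin against N2 controls, 9 for eat-2 controls and 0 for allantoin. A single fit of all 15 arrays gave 7785, 1980, 2863, 374 and 2519 for the same comparisons, with rapamycin in N2 the largest. That fit pools the spread of all groups and so understates that of the N2 controls, the widest of them. Of the 1897 probe sets called for rapamycin in N2, 1869 had 2 sets of 3 arrays that did not overlap. Of all probe sets 39.9% did, against 10% by chance. A threshold on p and fold favours such probe sets, so the 1869 add no evidence for the calls. Leaving out N2 control 2 raised the number called for rapamycin in N2 to 3082 and the number at an adjusted p under 0.05 to 6889. That second number was 325 without N2 control 3, and 32, 102 and 0 without rapamycin arrays 1, 2 and 3. Leaving out eat-2 control 1 or 3 gave 1743 or 1161 for rapamycin in eat-2, and leaving out eat-2 rapamycin 1 or 3 gave 1004 or 1725. For eat-2 worms on rapamycin against N2 controls, the number called was 1869 without N2 control 1 and 637 without N2 control 2. At an adjusted p under 0.05 that comparison gave 2560, 28 and 19 without N2 controls 1, 2 and 3, and 1, 2 and 0 without eat-2 rapamycin 1, 2 and 3.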

Rapamycin‐treated N2 worms showed a large number of changes (vs. N2 controls) when compared to allantoin‐treated N2 worms, *eat‐2* control and rapamycin‐treated *eat‐2* worms (Table 4).

**Table 4:** Summary of differentially expressed genes (*P*‐value <0.05, fold change >2)

	N2 Allantoin		N2 Rapamycin		*eat‐2* Control		*eat‐2* Rapamycin	
N2 Control	77↑	287↓	907↑	672↓	116↑	93↓	216↑	409↓
N2 Allantoin			2706↑	1978↓	346↑	243↓	197↑	55↓
N2 Rapamycin					1487↑	2178↓	1701↑	2613↓
*eat‐2* Control							238↑	312↓

Comparisons are based on the set defined at the top of the table vs. the set defined on the leftmost column.

First, we wanted to determine whether the drugs affect a large portion of genes in N2 worms. Feeding allantoin or rapamycin to worms results in several hundred genes being differently expressed, both up‐ and downregulated, with rapamycin having a wider effect. This suggests that the effect of both drugs is not localized to a small set of targeted genes, but results in widespread changes. 

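Allantoin is a purine breakdown product, and genes for defence peptides, fat metabolism and a proteoglycan were among those called on it. The caenacin genes cnc-6 and cnc-1, which encode small antimicrobial peptides, had means of 6.8 (SD 1.2) and 6.21 (SD 0.69) on allantoin against 10.93 and 9.56 (SD 1.4 each) in controls. The neuropeptide-like gene nlp-25 read 6.55 (SD 0.48) against 9.17 (SD 1.3). In the other direction, the stearoyl desaturase gene fat-7 read 9.1 (SD 0.19) against 6.65 (SD 1.4), and the chondroitin proteoglycan gene cpg-24 read 7.93 (SD 0.72) against 5.25 (SD 1.5). The acid sphingomyelinase gene asm-3 read 8.1 (SD 0.11) against 6.73 (SD 0.041) and had the lowest limma adjusted p, 0.113.

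With n = 3 in each group, allantoin called 201 probe sets higher and 712 lower, and rapamycin called 1162 higher and 735 lower. In the fit of these 6 arrays no allantoin probe set passed an adjusted p under 0.05 in limma, where 4466 passed an unadjusted p under 0.05, and the study's unmoderated test also returned 0 at the adjusted level with 315 called. With all 15 arrays in a single limma fit 2519 passed it, and 3904 with array weights added. The fit without weights pools the spread of all groups. The median standard deviation was 0.21 in N2 controls and 0.0949 on allantoin, so that fit understates the spread of the controls. For allantoin, 810 of the 913 probe sets called had arrays that did not overlap (28.8% of all probe sets, 10% by chance). The threshold itself favours this, so the 810 add no evidence for the calls. Leaving out single arrays moved the allantoin count to 2047 without N2 control 1, 337 without control 2, 476 without control 3 and 427 without allantoin 1, and without allantoin 2 it lay between 337 and 427. Without N2 control 1, 4606 probe sets also passed an adjusted p under 0.05.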

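The paper proposes from the breadth of these profiles that neither drug acts on a small set of genes. The breadth can be read by gene family. On rapamycin, the called genes included 34 of 146 cuticle collagens higher and 3 lower, 35 moulting genes higher and 1 lower, 15 of 61 sperm genes higher and none lower, and 27 of 291 immune effector genes higher with 10 lower. Detoxification genes gave 22 higher and 6 lower of 197, among them cyp-33C4 with a log2 change of 3.09 (n = 3 per group, limma adjusted p = 0.00963). The metallothionein gene mtl-2 fell by 1.99 (limma adjusted p = 0.00728), and the lipase-like gene fil-1, a marker of fasting, fell by 2.64 (limma adjusted p = 0.00837). Among signalling genes, pdk-1, a kinase of the insulin pathway, fell by 1.17 (limma adjusted p = 0.0462), and let-363, which encodes the TOR kinase that rapamycin inhibits, was nearly level at 0.03 (limma adjusted p = 0.868).

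Adjusted over each list alone, limma gave 52 collagens higher and 4 lower, 55 moulting genes higher and 3 lower, and 34 immune effector genes higher and 12 lower. On allantoin the called genes were 23 lower and 5 higher among immune effectors, 10 lower among detoxification genes and 10 lower with 2 higher among collagens. Ribosomal protein genes and translation factor genes had none called for either drug, and the 12 predicted drug targets named in the text had none called either. When the labels of the 6 arrays were exchanged, the largest count from any other split was 481 for allantoin and 74 for rapamycin in N2, and 10 splits are too few for a share under 0.05.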

Interestingly, the signatures produced by rapamycin and allantoin are drastically different. 

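Some genes for secreted neuropeptides and fat breakdown were on the lower side of the allantoin profile. The neuropeptide-like gene nlp-47 had a log2 difference of -1.38 from controls (means 9.33 and 10.71), and egl-21, whose carboxypeptidase trims neuropeptide precursors, had -1.24 (means 9.58 and 10.82). The acyl-CoA dehydrogenase gene acdh-8 read -1.75 and the acyl-CoA synthetase gene acs-2 read -1.57 and -1.92 at its 2 probe sets. In the rapamycin profile the higher side holds the collagen gene col-49 at 3.16 (n = 3 per group, limma adjusted p = 0.0188), the patched-related moulting gene ptr-4 at 2.97 (limma adjusted p = 0.0157) and fog-3, which directs germ cells to sperm, at 2.18 (limma adjusted p = 0.022).

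Of the probe sets called for allantoin, 22% were higher and 78% lower, and for rapamycin 61.3% were higher and 38.7% lower. Both shares depend on the scaling of the arrays: centring each array on its median moved the median of all genes by 0.1 for allantoin and by -0.1 for rapamycin, and the shares higher became 33.8% and 50.1%. Without N2 control 1 the allantoin share higher was 33.8%, without N2 control 3 it was 12%, and without allantoin arrays 1, 2 and 3 it was 17.6%, 18.8% and 16%. The rapamycin share higher was 65.8% without rapamycin array 2.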

While allantoin downregulates many genes (almost 80%), for rapamycin more than 55% of the affected genes are upregulated. Furthermore, the overlap of genes changing in the same direction is low (upregulated genes: not significant, Fisher's one‐sided, *P* = 0.37; downregulated genes: lower than expected, *P* = 1.6E‐3). 

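Small heat shock proteins are the clearest genes that fell together under both drugs at the study threshold. The log2 changes were -1.63 on allantoin and -3.47 on rapamycin for hsp-16.41, -2.15 and -2.35 for hsp-12.6, and -1.38 and -2.98 for hsp-16.2. Far more genes went opposite ways. Cuticle genes such as dpy-5 (-2.02 on allantoin, 2.63 on rapamycin) and col-38 (-1.61 and 3.04) were lower on allantoin and higher on rapamycin, as were the sperm genes ssp-16 (-2.27 and 2.24), gsp-3 (-2.35 and 1.89) and msp-53 (-2.31 and 1.29) and the cytochrome c gene cyc-2.2 (-2.43 and 2.45). The lectin gene clec-196 (2.07 and -2.92) and the cuticle gene dpy-17 (1.66 and -2.21) went the other way.

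The 2 profiles shared 7 probe sets higher (10.4 by size alone, Fisher's exact p = 0.898 for an excess) and 7 lower (23.2 by size alone, Fisher's exact p = 5.7e-05 for a shortfall). The shortfall of shared lower genes is lost without N2 control 1 or 3 (Fisher's exact p = 0.977 and 0.53), without allantoin 1 or 2 (Fisher's exact p = 0.0568 and 0.0874) and with array weights (Fisher's exact p = 0.0813). Opposite calls numbered 337: 68 higher on allantoin and lower on rapamycin (6.55 by size alone, Fisher's exact p = 2.92e-50), and 269 the other way (36.7 by size alone, Fisher's exact p = 1.5e-165). The 68 became 147, 22 and 24 without N2 controls 1, 2 and 3, 41, 33 and 34 without rapamycin 1, 2 and 3, and 17, 18 and 33 without allantoin 1, 2 and 3. The 269 became 114 without N2 control 3, 146 and 139 without rapamycin 1 and 3, and 128 and 96 without allantoin 1 and 2. The excess of both was kept in each of these. Both drugs were compared with the same 3 N2 controls, which were not divided between the comparisons. In simulated arrays without any effect, sharing these controls gave 71 same-direction genes on average and 0 opposite ones. Those arrays hold no difference between the drugs, where limma called 13821 probe sets at an adjusted p under 0.05. The real controls lay between both drugs, at 0.12, 0.71 and 0.43 on a line from allantoin at 0 to rapamycin at 1. The simulation therefore cannot show what the shared controls add to opposite calls. The correlation of the changes over all probe sets was -0.565 where the simulation gave 0.752, and the covariance was -0.159 against a simulated 0.0513, a difference of -0.211. Without N2 control 1 the shared lower genes numbered 42 and the correlation was -0.336. With N2 control 3 as the control array alone, a setting chosen after the array correlations were seen, 173 genes were shared higher and 87 lower, and the correlation was -0.0833.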

The difference can also be observed in terms of functional enrichment (Table S5). For allantoin, we found only that ‘neuropeptide signalling pathway’ and ‘fatty acid metabolism’ are enriched in downregulated genes, while rapamycin affects several biological processes: moulting cycle, dephosphorylation, regulation of multicellular organism growth, cuticle development and body morphogenesis are enriched in upregulated genes, and embryonic development, cell cycle and nuclear division, cell fate, cellular response to various stresses, negative regulation of metabolic processes and biosynthesis, TGFb and WNT signalling are all enriched in downregulated genes. Many of these findings (e.g. downregulation of cell cycle‐related terms) are in accordance with current knowledge regarding the effects of rapamycin. 

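Neuropeptide genes, from the flp and nlp families to their processing enzymes, were among the lists that camera called lower on allantoin. Of 81 such genes, 20 were called lower and none higher, and the median log2 change was -0.73 (camera adjusted p = 7.57e-18, adjusted p = 0.537 with an estimated correlation). None passed when adjusted over the list alone, and the list mean had an SD of 0.46 in N2 controls and 0.023 on allantoin. Sperm genes had a larger median, -1.54 (camera adjusted p = 2.18e-14, adjusted p = 0.537 with an estimated correlation), and intestine, neuron and muscle genes had -0.27, -0.2 and -0.17 (camera adjusted p = 0.000237, 0.00106 and 0.002, adjusted p = 0.537, 0.537 and 0.621 with an estimated correlation). Fatty acid genes moved less as families: 21 synthesis and desaturation genes had a median of -0.19 (camera adjusted p = 0.0335, adjusted p = 0.537 with an estimated correlation), and 62 oxidation genes had -0.04, which turned to 0.06 under median centring (camera adjusted p = 0.64, adjusted p = 0.84 with an estimated correlation). Without N2 control 2, 9 lists rather than 17 were called by camera for allantoin.

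Genes of the cuticle and of moulting were higher in wild-type worms on rapamycin than in N2 controls. Moulting genes had a median of 0.31 (camera adjusted p = 4.74e-10, adjusted p = 0.694 with an estimated correlation, and 0.0284 by fry), and the 146 collagens had 0.39 (camera adjusted p = 1.48e-08, adjusted p = 0.694 with an estimated correlation). Yolk genes fell: 3 of the 5 vitellogenins were called lower, with vit-5 at -1.47 (n = 3 per group, limma adjusted p = 0.0129) and vit-2 at -1.11 (limma adjusted p = 0.0264), and the list had a median of -1.41 (camera adjusted p = 0.000202, adjusted p = 0.694 with an estimated correlation). Median centring and cyclic loess kept the directions of these 3 lists.

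In the study's own table of enriched terms, 9 of 9 genes listed under neuropeptide signalling were called lower on allantoin, and 5 of 6 under fatty acid metabolism. On rapamycin, 32 of 33 under moulting cycle, 15 of 15 under cuticle development, 33 of 33 under body morphogenesis and 19 of 21 under dephosphorylation were called higher. Under terms for lower genes, 9 of 9 for TGF-beta, 10 of 11 for Wnt, 12 of 16 for cell fate commitment and 9 of 9 for response to heat were called lower. Those terms were chosen from these same samples, so the counts are not independent evidence. Drawn instead from known pathway members, the 18 TGF-beta genes had a median of 0.22 (limma camera adjusted p = 0.153), with 1 called higher and none lower, and the 27 Wnt genes had -0.2 (camera adjusted p = 0.191), with 2 called lower. Adjusted over the list alone, limma gave 5 TGF-beta genes higher and 1 lower, and 4 Wnt genes higher and 11 lower.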

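Several genes that drive DNA replication and division were lower on rapamycin in N2, and which cells they are read from depends on whether the array plates held FUDR, which the paper does not state. The replication licensing gene cdt-1 fell from 8.28 (SD 0.8) to 6.43 (SD 0.05), a log2 change of -1.85 (n = 3 per group, limma adjusted p = 0.0396). The phosphatase gene cdc-25.3 fell by 1.3 (limma adjusted p = 0.0355), and pcn-1, which encodes the sliding clamp of DNA replication, fell by 0.89 (limma adjusted p = 0.038). The oocyte gene oma-2 fell by 1.16 (limma adjusted p = 0.0458).

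The 80 genes for cell cycle and DNA replication had a median log2 change of -0.57 (camera adjusted p = 1.37e-10, adjusted p = 0.694 with an estimated correlation). Few passed the study's 2-fold threshold, with 3 called lower and 2 higher, while limma adjusted over the list alone gave 45 lower and 2 higher. The 45 germline and oocyte genes had a median of -0.67 with 6 called lower and none higher (camera adjusted p = 1.48e-08, adjusted p = 0.694 with an estimated correlation), and 28 lower with 1 higher when adjusted over the list alone. On allantoin these lists had medians of 0.37 (camera adjusted p = 5.93e-07, adjusted p = 0.621 with an estimated correlation) and 0.43 (camera adjusted p = 5.51e-09, adjusted p = 0.567 with an estimated correlation). Median centring and cyclic loess kept the signs of all 4 medians. Of the genes the study listed under cell cycle, 20 of 33 were called lower here, under M phase 15 of 27, and under nuclear division 3 of 10.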

While our analysis focused mostly on biological processes and pathways, both up‐ and downregulated genes included previously established LAGs, which is in line with the above results from potential drug targets that suggest effects at the level of the longevity network (Table S6).

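Longevity-associated genes include members of the insulin pathway, and genes that DAF-16 induces or represses read the output of that pathway. DAF-16 is the transcription factor that insulin signalling holds out of the nucleus. On allantoin the 16 induced genes had a median log2 change of -0.59 with 5 called lower and none higher (camera adjusted p = 0.00028, adjusted p = 0.537 with an estimated correlation). On rapamycin in N2 their median was -0.07 (limma camera adjusted p = 0.654) and turned to 0.06 after cyclic loess. The 7 genes that DAF-16 represses had a median of 1.19 on rapamycin, with 4 called higher and 1 lower (limma camera adjusted p = 0.117), and 0.35 on allantoin with none called (camera adjusted p = 0.635). The dod-24 gene, in that list, read 2.52 on rapamycin (n = 3 per group, limma adjusted p = 0.124). Insulin and TOR pathway genes had medians of 0.03 on allantoin, which turned to -0.08 after cyclic loess, and -0.16 on rapamycin (limma camera adjusted p = 0.611 and 0.0873).

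In the study's table of longevity-associated genes, the allantoin sheet lists 3 higher and 6 lower probe sets, of which 3 and 5 were called here. The rapamycin sheet lists 27 and 33, of which 23 and 25 were called, with median changes of 1.46 and -1.3. Every listed probe set goes the way of its heading. The table was drawn from these samples by the same threshold, so the match is not independent evidence. The printed fold signs run opposite to the headings in 3 sheets, among them the rapamycin sheet, and the headings were followed.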

Next, we wished to determine whether the lack of lifespan effect of rapamycin in *eat‐2* mutants can be seen at a transcriptional level. The functional comparison of *eat‐2* and N2 controls revealed only a few enriched terms (body morphogenesis, sphingolipid metabolism, lipase activity and aspartic‐type peptidase activity; Table S5), in line with the low number of DEGs (Table 4). 

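The gut takes up and degrades food in worms, and some of the genes higher in eat-2 controls than in N2 controls encode enzymes of that work. The aspartic protease gene asp-17 rose from 5.23 (SD 0.17) to 7.95 (SD 0.4), a log2 change of 2.72 (n = 3 per group, limma adjusted p = 0.0442). The acid ceramidase gene asah-1 rose from 10.18 (SD 0.27) to 12.64 (SD 0.24), a change of 2.47 (limma adjusted p = 0.0442). Their relatives and the lysosomal lipases gave larger adjusted values: asah-2 at 2.1 (limma adjusted p = 0.358), lipl-1 at 1.45 (limma adjusted p = 0.2) and lipl-2 at 1.68 (limma adjusted p = 0.223). The catenin-related gene ctn-1 fell from 8.48 (SD 0.052) to 5.79 (SD 0.11), a change of -2.69 (limma adjusted p = 0.00274). The eat-2 transcript itself differed little, at 5.35 in the mutant and 5.48 in N2 (limma adjusted p = 0.75).

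Among lists, 35 lysosomal peptidases had a median of 0.38 with 5 called higher and none lower (camera adjusted p = 3.29e-09, adjusted p = 0.334 with an estimated correlation, and 0.0442 by fry), and 9 were higher when adjusted over the list alone. Collagens had a median of -0.31, with 35 of 146 called lower and 3 higher (camera adjusted p = 5.25e-14, adjusted p = 0.72 with an estimated correlation), and 8 were lower when adjusted over the list alone. Both directions held under median centring and cyclic loess. The sphingolipid list, 23 genes, had 4 called higher and a median of 0.03 (limma camera adjusted p = 0.657), and the 28 lipases had 2 higher and 2 lower with a median of 0.12 (camera adjusted p = 0.316).

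The study's own terms hold 10 lipase genes and 4 sphingolipid genes higher, all called here, and 31 cuticle genes lower, 30 of them called, though they were chosen on these samples. Over all genes, 159 probe sets were called higher and 183 lower, and another split of the same 6 arrays, N2 control 1 with eat-2 controls 1 and 3, called 771. That split gave 520 probe sets at an adjusted p under 0.05, and the real groups gave 9. The 6 arrays therefore hold a structure larger than the difference between the strains. Leaving out single arrays gave 1144 called without N2 control 1, 204 without N2 control 2, 196 without eat-2 control 1 and 214 without eat-2 control 3. At an adjusted p under 0.05 the numbers were 445, 2 and 80 without N2 controls 1, 2 and 3, and 0, 0 and 1 without eat-2 controls 1, 2 and 3. Camera called 11 lists rather than 7 without N2 control 1 or 3. The share higher was 46.5% with all arrays, 61.3% and 40.1% without N2 controls 2 and 3, and 59.2% and 57% without eat-2 controls 1 and 3.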

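Single genes for the cuticle, yolk and fat metabolism were among those moved by rapamycin in eat-2 worms. The gene sysm-1 rose from 7.53 (SD 0.18) to 11 (SD 0.17), a log2 change of 3.47 (n = 3 per group, limma adjusted p = 0.000791). Among cuticle genes col-101 rose by 2.79 (limma adjusted p = 0.00283) and col-19, a collagen of the adult cuticle, rose by 2.3 (limma adjusted p = 0.00461). The yolk gene vit-1 rose by 2.15 (limma adjusted p = 0.00942), and the glyoxylate cycle gene icl-1 fell by 1.89 (limma adjusted p = 0.00288). The selective autophagy receptor gene sqst-1 fell by 1.16 (limma adjusted p = 0.00317).

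Against eat-2 controls, 259 probe sets were called higher and 431 lower. Of these 690, 685 had arrays that did not overlap (36.7% of all probe sets, 10% by chance), which the threshold itself favours. The split of the 6 arrays next to the real groups called 35. At an adjusted p under 0.05, limma placed 1533 higher and 1585 lower, against 1288 and 828 for rapamycin in N2. Which strain gives more depends on the fit: with all 15 arrays in a single fit the totals were 1980 in eat-2 and 7785 in N2, and with array weights added 7125 and 7585. The eat-2 groups had a median standard deviation of about 0.112 on rapamycin, and the N2 controls 0.21, a gap that the single fit without weights pools away. The share higher was 37.5%, 48.4% after median centring, and 42.2% and 42.7% without eat-2 rapamycin 1 and 2.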

Still, the profile of rapamycin‐treated *eat‐2* worms shows a smaller number of DEGs (238 up, 312 down), a result very different than for rapamycin‐treated N2 worms (>1500 DEGs). While there is a fair amount of overlap between the two rapamycin profiles: 44 genes in the same direction changes (up: *P* = 3.39E‐5; down: *P* = 1.10E‐3), there are also 35 genes with opposite changes (more than expected by chance). In contrast to the functional analysis in the rapamycin‐treated N2 worms, in the *eat‐2* background a much smaller number of terms are enriched. 

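Some cytochrome P450 and heat shock genes were called in the same direction for rapamycin in both strains. In N2 and eat-2 the log2 changes were 3.09 and 3.38 for cyp-33C4, 2.57 and 3.24 for cyp-33C5, 2.02 and 1.94 for irg-8, and 1.55 and 2.05 for haao-1. The genes hsp-16.41 (-3.47 and -1.77), hsp-70 (-2.18 and -2.03) and nlp-39 (-4.1 and -1.63) were lower in both. Opposite calls took in pud-3 (-4.47 and 2.74), the collagen gene col-101 (-2.25 and 2.79), the lysozyme gene lys-3 (2.39 and -1.84), the moulting gene mlt-11 (2.89 and -1.28) and sperm genes such as msp-53 (1.29 and -2.26). Probe sets of the cyp-33C, msp and gsp families can bind several related genes.

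The profiles shared 34 probe sets higher (13.3 by size alone, Fisher's exact p = 5.48e-07) and 42 lower (14 by size alone, Fisher's exact p = 2.97e-10). Opposite calls numbered 121: 97 were higher in N2 and lower in eat-2 (22.2 by size alone, Fisher's exact p = 6.69e-36), and 24 were lower in N2 and higher in eat-2 (8.44 by size alone, Fisher's exact p = 4.7e-06). At a fold over 1.5 the excess of shared lower genes is lost (126 shared, Fisher's exact p = 0.354), and with N2 control 3 as the control array alone that of genes lower in N2 and higher in eat-2 (17, Fisher's exact p = 0.257). The 34 became 53 and 20 without N2 controls 2 and 3. The 97 became 52 and 170 without N2 controls 1 and 2, 42, 57 and 43 without N2 rapamycin 1, 2 and 3, and 58 without eat-2 control 2. The 24 became 54 without N2 control 3, 15 without eat-2 control 2 and 47 without eat-2 rapamycin 2. These comparisons share no array. Over all probe sets the changes correlated at r = -0.158, which was -0.032 without N2 control 1 and -0.0535 without eat-2 control 2. The paper counts more genes in the same direction than in opposite directions, and which are more numerous here depends on the setting. Limma gave 76 in the same direction and 121 in opposite ones, and the study's unmoderated test gave 50 and 44. With a single probe set per gene limma gave 61 and 92. Array weights gave 120 and 112, and N2 control 3 as the control array alone gave 198 and 124. The same-direction calls were also more numerous without N2 control 1 (92 and 68), N2 rapamycin 1 (64 and 63) or 3 (61 and 60), eat-2 control 2 (96 and 73) or eat-2 rapamycin 3 (107 and 94).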

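Some families differed from controls on rapamycin in both strains, but not always the same way. Collagens as a list read higher in both strains. In N2 the call was lost with an estimated correlation (camera adjusted p = 0.694). Spread of the N2 controls cannot be told apart there from an effect of rapamycin. In eat-2 the median was 0.43, with 30 of 146 called higher and 3 lower (camera adjusted p = 6.79e-18, adjusted p = 0.364 with an estimated correlation, and 0.0119 by fry). Adjusted over the list alone, 86 were higher and 4 lower in eat-2. Single collagens differed between the strains in both directions. As the effect in N2 minus that in eat-2, col-138 gave 3.15 (limma adjusted p = 0.00302) and col-38 gave 2.61 (limma adjusted p = 0.0196). On the other side were col-101 at -5.04 (limma adjusted p = 0.00629) and col-19 at -2.38 (limma adjusted p = 0.0301). Moulting genes, which rose in N2, had a median of 0.01 in eat-2 with 3 called higher and 6 lower (limma camera adjusted p = 0.745), and the 5 vitellogenins also had 0.01 (camera adjusted p = 0.707). Germline and oocyte genes, lower in N2, had a median of 0.35 in eat-2 (camera adjusted p = 7.08e-12, adjusted p = 0.441 with an estimated correlation), with none called and 29 of 45 higher when adjusted over the list alone. Cell cycle genes had 0.15 (camera adjusted p = 0.00192, adjusted p = 0.859 with an estimated correlation). Autophagy genes were the only list that camera called lower in both, with medians of -0.3 in N2 (camera adjusted p = 0.000166, adjusted p = 0.694 with an estimated correlation) and -0.21 in eat-2 (camera adjusted p = 0.000841, adjusted p = 0.66 with an estimated correlation). No direction among the called lists of eat-2 changed under median centring or cyclic loess.

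Whether the rapamycin effect differs between the strains was tested directly as an interaction in limma, with n = 3 in each of 4 groups. The effect differed at an adjusted p under 0.05 for 5507 probe sets, 2788 of them more positive in N2 and 2719 more negative, and for 3081 at the study threshold. Of 100 exchanges of labels, only the real grouping reached the 5507, and the highest of the others gave 3184 at that level. At the study threshold the highest of the others gave 2306. The exchanges moved control and rapamycin labels within each strain. They stand for no effect of the drug, not for an equal effect in both strains, so they cannot test whether the effect differs. Among the differences were pud-4 at -6.63 (limma adjusted p = 0.000228) and pud-3 at -7.21 (limma adjusted p = 0.00453) on the lower side in N2, both with levels below 5.14 in N2 on rapamycin that leave the size of the difference uncertain, and rml-3 at 4.36 (limma adjusted p = 0.000442) and ptr-4 at 3.71 (limma adjusted p = 0.00106) on the higher side. TOR itself, let-363, gave 0.05 (limma adjusted p = 0.801), and pcn-1 gave -0.99 (limma adjusted p = 0.00759). Leaving out single arrays changed the 5507 to 8513 without N2 control 2, 3267 without N2 rapamycin 3, 3600 without eat-2 control 2, and 3440 and 3609 without eat-2 rapamycin 1 and 3. Camera called 7 lists higher and 3 lower for the interaction, and in the same 4 groups 0 with an estimated correlation and 5 by fry. Centring on the median moved all genes by -0.18 in the interaction and changed no called direction.

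**Figure D1:**
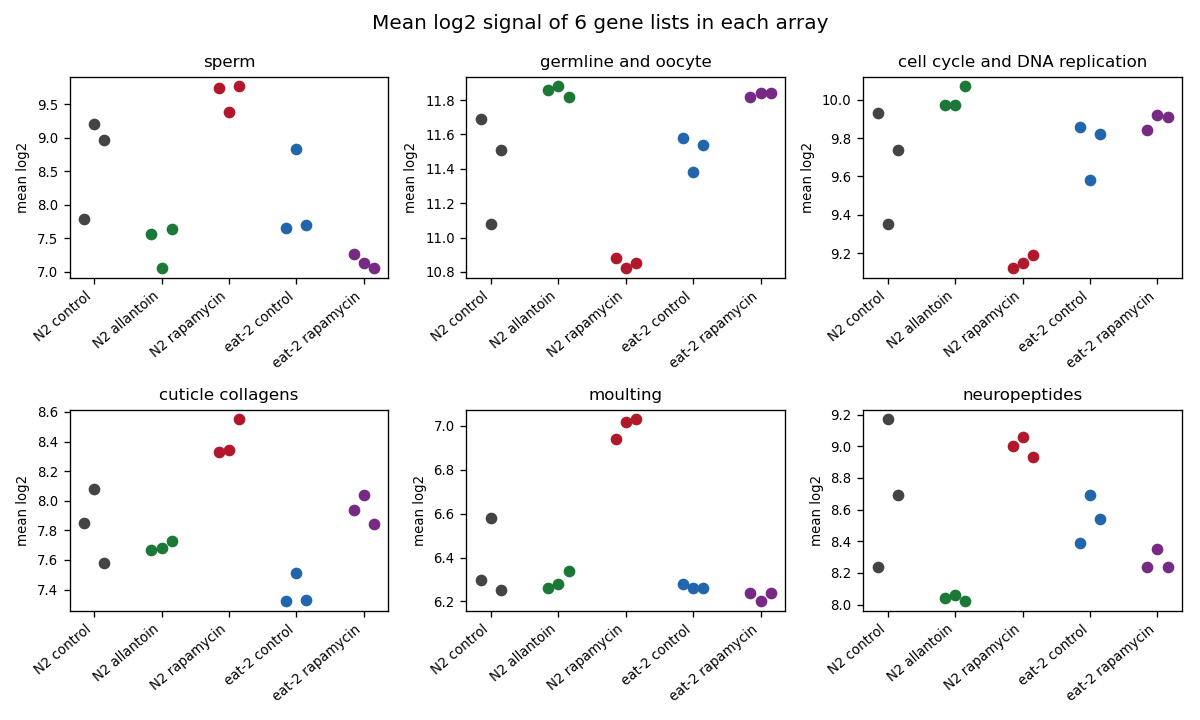
Mean log2 signal of 6 gene lists in each of 15 arrays, 3 per group. Sperm, moulting and neuropeptide genes read high in N2 on rapamycin, where germline and oocyte genes and cell cycle genes read low. Median centring and cyclic loess keep these directions against N2 controls. For neuropeptide genes the mean was 9 on rapamycin and 8.7 (SD 0.46) in N2 controls, a gap within that spread. For sperm, germline and cell cycle genes, spread of the N2 controls cannot be told apart from an effect of rapamycin.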

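Some genes for stress resistance were lower in eat-2 worms on rapamycin. Among genes that DAF-16 induces, 6 of 16 were called lower and 1 higher, with a median log2 change of -0.52 (camera adjusted p = 1.57e-06, adjusted p = 0.364 with an estimated correlation, and 0.0116 by fry). The small heat shock genes hsp-12.3 and hsp-12.6 fell by 2.49 (n = 3 per group, limma adjusted p = 0.00314) and 1.78 (limma adjusted p = 0.00317), and the metallothionein gene mtl-1 fell by 1.13 (limma adjusted p = 0.0252). Heat shock and unfolded protein genes together had a median of -0.23, with 5 of 20 called lower (camera adjusted p = 0.000211, adjusted p = 0.364 with an estimated correlation). The 7 genes that DAF-16 represses had a median of 0.66 with 2 called higher (camera adjusted p = 0.0105, adjusted p = 0.364 with an estimated correlation), among them dod-24 at 1.85 (limma adjusted p = 0.0118). These directions held under median centring and cyclic loess. Adjusted over each list alone, limma gave 9 DAF-16 induced genes lower and 1 higher, 10 heat shock genes lower and 1 higher, and 5 of 7 repressed genes higher.

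Single genes of fat and growth pathways differed too, while the fatty acid lists had medians of -0.2 for synthesis and desaturation (camera adjusted p = 0.044, adjusted p = 0.766 with an estimated correlation) and 0.05 for oxidation (limma camera adjusted p = 0.745). The acyl-CoA synthetase gene acs-2 fell by 3.89 at the stronger of its probe sets (limma adjusted p = 0.00317) and by 2.91 at the other (limma adjusted p = 0.00598), while fat-7 rose by 2.01 (limma adjusted p = 0.0253). The glycogen synthase gene gsy-1 rose by 0.39 (limma adjusted p = 0.0202), and the xanthine dehydrogenase gene xdh-1 fell by 0.78 (limma adjusted p = 0.0215). TGF-beta genes, which set body size, had a median of -0.19 with 1 of 18 called lower (camera adjusted p = 0.00522, adjusted p = 0.66 with an estimated correlation). Of the genes the study listed under determination of adult life span, 14 of 14 were called lower with a median of -1.83, and under regulation of growth 30 of 33 with -1.21, though both terms were chosen on these samples.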

Interestingly, one of the functional categories enriched with downregulated genes is regulation of growth and determination of adult lifespan, although we have not observed any noticeable phenotype in the treated *eat‐2* worms.

Lastly, we aimed to assess whether the pattern produced by allantoin or rapamycin in N2 worms is similar to that of *eat‐2* controls. Allantoin‐treated N2 worms have ~600 DEGs (346 up, 243 down) compared to *eat‐2* controls, while rapamycin changes more than 3500 genes (1487 up, 2178 down). 

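Some genes of digestion and fat metabolism differed between allantoin-treated N2 worms and eat-2 controls, while the lists for fatty acid synthesis and oxidation were not called (camera adjusted p = 0.112 and 0.288). The ceramidase genes asah-1 and asah-2 were lower on allantoin, at log2 differences of -2.62 (n = 3 per group, limma adjusted p = 9.66e-05) and -2.99 (limma adjusted p = 9.44e-05), as were the proteases asp-12 at -2.56 (limma adjusted p = 0.000429) and cpr-4 at -2.07 (limma adjusted p = 0.000135) and the glycerol channel gene aqp-1 at -3.28 (limma adjusted p = 6.79e-05). The acyltransferase gene oac-32 was higher by 4.2 (limma adjusted p = 3.26e-05), and fat-7 by 3.04 (limma adjusted p = 8.41e-05). Lysosomal peptidases as a family had a median of -0.59, with 10 of 35 called lower and 1 higher (camera adjusted p = 6.96e-08, adjusted p = 0.317 with an estimated correlation), and neuropeptide genes had -0.49 with 4 of 81 called lower (camera adjusted p = 1.52e-17, adjusted p = 0.407 with an estimated correlation). Collagens had 0.2 with 10 of 146 called higher (camera adjusted p = 1.31e-06, adjusted p = 0.317 with an estimated correlation).

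Rapamycin-treated N2 worms differed from eat-2 controls in cuticle and reproduction. They read lower for nlp-39, at -6.33 (limma adjusted p = 1.76e-06), for dpy-14, at -5 (limma adjusted p = 3.84e-06), and for perm-2, an eggshell gene, at -1.48 (limma adjusted p = 7.63e-06), and higher for col-38 by 4.79 (limma adjusted p = 1.91e-05) and fog-3 by 3.27 (limma adjusted p = 1.61e-05). Of 146 collagens, 64 were called higher and 4 lower (median 0.77, camera adjusted p = 2.3e-10, adjusted p = 0.387 with an estimated correlation), and of 61 sperm genes 45 were higher and 1 lower (median 1.98, camera adjusted p = 1.75e-09, adjusted p = 0.397 with an estimated correlation). These lists kept their directions under median centring, which moved all genes by -0.15 in the rapamycin comparison, and under cyclic loess.

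All these values are N2 on the drug minus eat-2 control. In that direction 231 probe sets were called higher and 385 lower for allantoin, and 2150 higher and 1443 lower for rapamycin. The paper's text gives more genes higher than lower for allantoin and more lower than higher for rapamycin, the reverse of the directions here. At an adjusted p under 0.05 limma gave 4839 for allantoin and 11644 for rapamycin. The 4839 became 2971 without eat-2 control 3, and 2518 and 2550 without allantoin 1 and 2. Median centring took the share higher on rapamycin from 59.8% to 47.5%.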

Comparing the relative changes caused by allantoin in N2 worms with the changes between *eat‐2* and N2, there is a significant overlap among downregulated genes (16 genes, Fisher's one‐sided, *P* = 4.69E‐14), but not for upregulated genes. 

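Several cuticle genes and the hedgehog-related gene grl-21 were lower both on allantoin and in eat-2. With allantoin first and eat-2 second, the log2 changes against N2 controls were -3.32 and -3.15 for dbd-13, -2.81 and -3.02 for grl-21, -2.62 and -2.06 for nlp-25, -2.02 and -2.41 for dpy-5, -2.14 and -2.26 for abu-15, and -1.84 and -2.18 for col-97. Higher in both were cpg-24 (2.68 and 1.85), asm-3 (1.37 and 2.35), the cuticle gene dpy-17 (1.66 and 1.89) and the lysozyme gene ilys-5 (1.5 and 1.93). Few genes went opposite ways, among them acs-2 (-1.92 and 1.79 at its probe set with the larger change) and aqp-1 (-1.72 and 1.56).

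The shared lower probe sets numbered 73 (5.78 by size alone, Fisher's exact p = 5.18e-61), the shared higher ones 17 (1.42 by size alone, Fisher's exact p = 7.27e-14), and the opposite ones 7 (6.65 by size alone). With the study's unmoderated test the shared lower genes numbered 11 (Fisher's exact p = 7.22e-09) and the shared higher ones 1 (Fisher's exact p = 0.232), so the excess of higher ones is lost. Both comparisons use the same N2 controls, and arrays simulated without any effect shared 26.3 lower genes on average and up to 525, and 21.7 higher ones and up to 499. Part of the 73 and the 17 can come from the shared controls, and neither excess measures a shared effect. The changes correlated at 0.569 where the simulation gave 0.765. The covariance of 0.0928 exceeded the simulated mean of 0.0478 by 0.045, but lay inside the simulated range of -0.000673 to 0.19. Leaving out N2 control 1 gave 579 shared lower and 319 shared higher genes and a correlation of 0.784. Leaving out N2 control 2 gave 17 shared lower and 6 shared higher genes and a correlation of 0.272. The shared lower genes numbered 29 and 28 without allantoin 1 and 2, and 29 and 32 without eat-2 controls 1 and 3, and the shared higher ones 7, 6, 6 and 9 in that order and 6 without N2 control 3. Without N2 control 3 the genes higher on allantoin and lower in eat-2 numbered 3.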

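Genes of the cuticle are among the examples when rapamycin in N2 is set beside eat-2. With rapamycin first and eat-2 second, the log2 changes against N2 controls were 2.63 and -2.41 for dpy-5, 3.39 and -1.23 for col-138, 2.56 and -1.73 for sqt-1 and 2.67 and -1.36 for mua-3, which anchors the skin to the cuticle. The reverse held for dpy-14 (-2.61 and 2.39), the hatching enzyme gene hch-1 (-1.96 and 2.45), asah-1 (-1.25 and 2.47) and nlp-39 (-4.1 and 2.23). The sperm fate gene fog-3 went 2.18 and -1.09. The gene exh-1 was among the few that rose in both, at 1.58 and 2.27.

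Opposite calls numbered 131: 90 higher on rapamycin and lower in eat-2 (9.43 by size alone, Fisher's exact p = 3.32e-66), and 41 the other way (5.18 by size alone, Fisher's exact p = 1.85e-25). The 90 became 183 and 57 without N2 controls 1 and 2, and 41 and 45 without eat-2 controls 1 and 3, and the 41 became 126 and 27, and 24 and 27, in the same order. Same-direction calls numbered 9, against 14.2 by size alone. Simulated arrays without any effect but with these shared N2 controls gave 72.2 same-direction genes on average and 0.01 opposite ones. Those arrays hold no difference between N2 rapamycin and eat-2 controls, where limma called 11644 probe sets at an adjusted p under 0.05. They cannot show what the shared controls add to opposite calls. The changes correlated at -0.481 where the simulation gave 0.719, and the covariance was -0.101 against a simulated 0.0536, a difference of -0.154. Without N2 control 2 the correlation was -0.176, and without N2 control 3 the shared lower genes numbered 31. With N2 control 3 as the control array alone, a setting chosen after the array correlations were seen, the correlation was -0.0298 and 97 genes were shared higher. Families follow the same lines: collagens had medians of 0.39 on rapamycin and -0.31 in eat-2, and muscle genes 0.57 (camera adjusted p = 0.000112, adjusted p = 0.694 with an estimated correlation) and -0.44 (camera adjusted p = 4.58e-06, adjusted p = 0.81 with an estimated correlation), with signs kept by median centring and cyclic loess.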

Contrarily, rapamycin‐induced expression changes that overlap with *eat‐2* vs. N2 changes have predominantly opposite directions (56 genes; *P* < 2.59E‐08).

## Discussion

The fact that rapamycin was one of the top results among over 1000 drugs tested using our drug repositioning approach is a strong indicator that this bioinformatics approach provides biologically relevant results. This is further strengthened by the presence of other known life‐extending compounds such as LY‐294002 and wortmannin (Babar *et al*., 1999). We have shown that rapamycin, LY‐294002, TSA and allantoin can increase lifespan in *C. elegans* in a manner that does not act synergistically with CR‐induced lifespan extension, indicating that these compounds and CR may act through a similar mechanism. Additionally, we have shown that this lifespan extension comes with a possible slowing of aging seen through a moderately slower decline in pharyngeal pumping rate, but with no change in movement rate decline.

Previous studies have shown that rapamycin increases lifespan of N2 worms by 19% (Robida‐Stubbs *et al*., 2012), which is similar to our results despite their use of 10 times the dose used in this study (100 μm). These results help indicate the reliability of the data collected. Rapamycin acts via the TOR pathway (Stanfel *et al*., 2009), which is thought as crucial in CR. DAF‐16 is not required for the lifespan increase induced by rapamycin (Fig. 4), as expected.

LY‐294002 is a known inhibitor of phosphatidylinositol 3‐kinase (age‐1) and has been shown to increase lifespan in adult worms by ~10% (Babar *et al*., 1999). This is slightly lower than observed in the present study. The difference between our study and the Babar *et al*.'s research could be the result of a higher dose of LY‐294002 at 1.6 mm by Babar *et al*., which may be having a toxic effect. This is supported by Barbar *et al*.'s use of a higher dose at 2.4 mm, which showed no significant increase in lifespan. Mutations of *age‐1* and *daf‐2*, which acts upstream of *age‐1*, result in lifespan extension in N2 worms, but *daf‐2* mutations and RNAi also increases the lifespan of *eat‐2* worms, which suggests that *age‐1* would do so also (Chen *et al*., 2007). This is the opposite of what we have found. This may be due to the drug treatment not completely inhibiting *age‐1*. AGE‐1 acts upstream of TOR, and hence, the connection between LY‐294002 treatment and CR becomes clear.

Allantoin has not been previously studied in terms of effects on aging. It has been shown to bind to imidazoline receptors in mammals and have beneficial effects on energy regulation, potentially through the activation of AMP kinase which could then act through the mTOR pathway (Chen *et al*., 2012). As *C. elegans* does not appear to contain any imidazoline receptors, it is unclear how allantoin produces the effects seen in this study. It is still possible that a similar pathway exists in worms acting through yet undiscovered receptors. As allantoin is likely produced in *C. elegans* as a by‐product of the reaction of uric acid and reactive oxygen species (Artyukhin *et al*., 2013), there is the potential for a feedback mechanism by which allantoin signals the presence of oxidative stress. This stress signal would then activate stress response pathways similar to those activated under CR to give the observed results. Our results show that DAF‐16 is not required for the lifespan increase induced by allantoin.

TSA is a well‐documented inhibitor of class 1 and 2 HDACs and hence has the potential to induce widespread epigenetic changes. TSA has been shown to extend lifespan in *C. elegans* by about 11% (Zhang *et al*., 2009), which is in line with our results (Table S3). One possible mechanism to explain TSA's lifespan extension effects is through the production of nitric oxide (NO). TSA has been shown chemically to produce NO when it is oxidized (Samuni *et al*., 2010) and hence could potentially produce NO in worms. *C. elegans* have been shown to live longer when fed NO‐producing bacteria in a process that results in hsp16 activation (Gusarov *et al*., 2013). Increases in the heat shock protein hsp16 have been shown to increase lifespan in *C. elegans* in a DAF‐16‐dependent manner (Walker & Lithgow, 2003). However, DAF‐16 is not required for the lifespan increase induced by TSA. As such, further mechanistic studies are warranted to identify how TSA increases lifespan.

At the given dose, geldanamycin was unable to affect lifespan of wild‐type or *eat‐2* worms. However, N2 worms showed a significant increase in the rate of decline of both movement and pharyngeal pumping compared to untreated controls, suggesting that the drug is having a biological effect. Geldanamycin, unlike the other drugs in this study, was predicted to induce a transcriptional profile opposite to that of rapamycin. Another study showed that prolonged treatment of geldanamycin had detrimental effects on motility and is hence in line with our results (Skantar *et al*., 2005). Geldanamycin inhibits Hsp90, mutants of which have been shown to have muscle cell defects (Gaiser *et al*., 2011). One of our trials indicated that geldanamycin prevented the lifespan extension in *eat‐2* worms; however, these results were not reproducible.

We have observed a correlation between increased lifespan and prolonged pharyngeal pumping in treated worms. However, movement rate was unaffected even in long‐lived worms with prolonged pharyngeal pumping. This indicates that either movement rate is a less sensitive measure of aging rate than pharyngeal pumping or that movement rate and pharyngeal pumping rate decline are delayed by two different mechanisms. Those drugs that delayed the decline of pharyngeal pumping did so in a manner that was only seen significantly at day 10. It is likely that such observation could not be seen at earlier time points because the pumping rate does not decline much until after day 5, so no difference could be seen between the control worms and the apparently slow‐aging treated worms. The reason why there is no observed difference after day 10 is unclear. Perhaps the controls are declining to the low level seen at day 15 earlier and the pumping rate is remaining constant, or that the long‐lived treated worms have a faster decline that starts later in life.

To address the possibility that *eat‐2* worms are not taking up as much of the drugs as N2, we retested our most interesting drugs using a double dosage. *Eat* mutant worms have been shown to have a pharyngeal pumping rate of 20% that of wild‐type worms, but a more recent study measuring food uptake suggests that they consume 60–80% as much food as wild‐type worms (Gomez‐Amaro *et al*., 2015). As such, using double the drug concentrations should allow *eat‐2* mutants to uptake at least as much drug as N2. Because we obtained equivalent results with a higher dosage, this suggests that our drugs may indeed be acting *via* CR mechanisms. Further dosages in worms and in other model organisms of all the identified drugs should be studied in future.

To obtain a better understanding of the changes that the studied drugs cause in worms, we analysed the differences in gene expression in response to allantoin and rapamycin. While both drugs affect large numbers of genes in the N2 strain, rapamycin has a much wider effect and the signatures produced by rapamycin and allantoin were quite different. Nevertheless, both drugs extend lifespan and, as can be seen from the worm longevity network (Fig. 6), interact with longevity‐associated genes and their partners. As such, it is possible that a common downstream mechanism for the two drugs exists, only triggered through different signals and pathways. Our analysis of potential targets of the four life‐extending drugs (Fig. 5) supports this view.

The number of rapamycin‐affected genes is much smaller in the *eat‐2* background (Table 4), compared to the wild‐type N2, which probably reflects the lack of an observable phenotype. It is unclear, however, whether this is due to rapamycin having a background‐specific effect, or because *eat‐2* mutants eat less, and thus, the dose of rapamycin is reduced as well. Neither allantoin nor rapamycin produced a gene expression pattern highly similar to that of *eat‐2* controls. A potential caveat is that the effects at other drug dosages have not been investigated. Different doses can have different effects, as seen in a recent study using the supposed CR mimetic metformin, in which some doses increased N2 lifespan, but decreased *eat‐2* lifespan (Onken & Driscoll, 2010). However, regardless of this caveat, we have shown that the drugs computationally predicted to act as CR mimetics seem to do so at the tested dosages.

Pathways identified to affect aging may or may not be conserved between the nematode worm *C. elegans* and mammals and physiological differences could also affect how the drugs act (de Magalhães, 2014). It is important then to test whether the effects of these drugs are conserved in mammals such as mice. While further experiments for the effect of these drugs in mammals are undoubtedly necessary, our experiment also provides some promising hints towards these mechanisms being evolutionary conserved. The initial gene expression profile used as input for CMap was obtained from rodent cells exposed to sera from animals (rats or rhesus monkeys) under CR and was then compared with drug‐induced expression profiles in human cells. Testing these drugs in worms showed an extended longevity phenotype, suggesting that their CR mimetic effects may be evolutionary conserved.

## Conclusions

Bioinformatic approaches to discover drugs capable of delaying aging have been suggested (Fortney *et al*., 2012; de Magalhães *et al*., 2012) and have proven fruitful in the past, albeit using different methodologies (Ye *et al*., 2014). We have identified four compounds that result in both lifespan and healthspan extension in a manner we would expect to see from CR. These drugs include known CR mimetics but also allantoin, a compound that, to our knowledge, has not yet been studied in the context of longevity. Our analysis of CR and longevity networks also suggests that while these compounds initially target different genes in the networks, they may converge on common downstream CR‐related pathways modulating longevity. Overall, the present study serves as proof of concept that bioinformatics drug repositioning approaches can identify and prioritize putative CR mimetics, and reveals new candidate compounds that warrant further studies.

## Experimental procedures

### Connectivity Map analysis

A list of 41 DEGs from rat cell lines exposed to Fisher 344 rat and rhesus monkey sera from CR states (compared to cells exposed to sera from *ad libitum* animals) was collected from the literature (de Cabo *et al*., 2003). Using HomoloGene (NCBI Resource Coordinators 2014), only genes with human homologues were kept (39 genes in total).

The obtained geneset (Table S1) was used in NetAffx probe batch query (Liu *et al*., 2003), and the identified probes were then used to query the Connectivity Map (Lamb *et al*., 2006) to obtain data on the 1309 small molecules in the database. To account for multiple hypothesis testing, Benjamini correction (Benjamini & Yekutieli, 2001) was performed with a 0.05 *P*‐value cut‐off (Table S2). The output includes potential CR mimetics, such as rapamycin, and drugs known to extend lifespan, like LY‐294002, with negative scores, and hence, we treated negative scoring as a match for the profile. We have no explanation why negative scores should be a stronger indication of potential CR mimetics, but as mentioned above we performed our follow‐up on three other drugs (LY‐294002, TSA and allantoin) with profiles in the same direction as rapamycin and one drug (geldanamycin) with an opposite profile.

### Worm strains and cultures

N2 wild isolate strain, *eat‐2* (DA465 strain) and the *daf‐16* (mgDf50) mutants were used in this study. All worm strains were provided by the *Caenorhabditis Genetics Centre* (CGC). The *eat‐2* mutants have reduced neuronal signalling due to the loss of the Eat‐2 nicotinic acetylcholine receptor resulting in decreased pharyngeal pumping that induces a CR‐like state by restricting feeding. All strains were grown at 20 °C on standard nematode growth medium (NGM) as described in ‘WormBook’ (Stiernagle, 2006) and fed *Escherichia coli (E. coli)* OP50 unless otherwise stated.

Killed *E. coli* OP50 was used as the worm food source for the lifespan and healthspan assays from L4 moult onwards. Saturated OP50 stock was pelleted and ethanol was added to make a 20% ethanol solution. This solution was irradiated with UV radiation in a Bio‐Rad GS gene linker set at 0–999 mJ/cm^2^ power 10 times to finalize the killing of the *E. coli*, which was pelleted and resuspended in LB broth.

### Drug concentrations

Rapamycin (ref. R0395), geldanamycin (ref. G3381), allantoin (ref. 93791) and FUDR (ref. F0503) were purchased from Sigma Aldrich, Dorset, and LY‐294002 (ref. 9901S) and TSA (ref. 9950S) were purchased from New England Biolabs, Hitchin. The drug under study was added to 3 mL NGM to give the following final concentration: 10 μm rapamycin, 20 μm geldanamycin, 100 μm LY‐294002, 100 μm TSA and 250 μm allantoin. These concentrations were determined by taking values seen in previous studies in worms and invertebrates and also by treating worms with variations of this dose and monitoring for increased mortality. The highest concentration used in a preliminary experiment (not shown) that did not result in increased worm mortality was used for the study; however, it was later found that for some drugs the induced mortality was the result of increased levels of dimethyl sulphoxide (DMSO), not the drugs themselves, and hence the dosages used may be lower than the maximum nonlethal dose. A double dose of TSA (200 μm) and allantoin (or 500 μm) was also analysed.

### Lifespan assays

N2, *daf‐16* and *eat‐2* worms were synchronized as described previously (Stiernagle, 2006) and grown as described above until they reached the L4 moult. L4 worms were used to allow for the use of FUDR and easier comparison to established literature. N2, *daf‐16* or *eat‐2* worms were then transferred to six‐well plates containing 3 mL NGM that contained 30 μL FUDR (10 gr L^−1^) in dH_2_O, and the drug of study dissolved in 100 μL DMSO or 100 μL DMSO (final concentration 0.14M) alone in control treatments. Worms were counted at least three times a week, and dead animals (unresponsive to touch stimuli) were removed; 40 μL of killed OP50 was added three times a week to all plates until day 15 of the assay by which point the rate of food consumption was so low that no additional food was required. Wells had 100 μL dH_2_O added as needed after day 15 to prevent the plates from drying out. See Table S7 for tabulated lifespan data.

### Healthspan assays

Movement and pharyngeal pumping assays were performed as described by Huang *et al*. (2004), except that the N2 worms used were selected at random from the populations within the lifespan assay. For the movement assay, the plates were firmly tapped onto the microscope to stimulate movement. Body bends (defined as the movement of the head in a half sigmoidal wave that produced forward movement and/or resulted in a bend in the body that moved halfway down the length of the worm) were counted for a minute for 10 worms at 1, 5, 10 and 15 days post‐L4 moult. For pharyngeal pumping assays, undisturbed worms (before movement assay) were monitored for a minute and pumps counted for 10 worms at 1, 5, 10 and 15 days post‐L4 moult.

### Statistical analysis

Lifespan assays (Table S3) and healthspan assays (Figs S4–S16, S18 for trials not shown in this paper) were repeated at least twice. Log‐rank tests and mean lifespan calculations were performed using OASIS (Yang *et al*., 2011). Two‐tailed *t*‐tests of healthspan data were analysed using Matlab after normality testing by Kolmogorov–Smirnov test. Statistical analysis of geneset overlaps was carried out using one‐sided Fisher's exact test, using r (R Core Team, Vienna, Austria).

### Bioinformatics analysis

Potential drug targets for allantoin, LY‐294002, rapamycin and TSA were retrieved from the STITCH database, version 3.1 (Kuhn *et al*., 2012). The comparison of drug targets with known worm LAGs and with genes implicated in CR was made using data from the GenAge database (build 16) and the GenDR database (build 1) – both available through the Human Ageing Genomic Resources (Tacutu *et al*., 2013). Cross‐species gene comparisons (e.g. worm drug targets that have mouse orthologs differentially expressed under CR conditions) were made using orthologs from the InParanoid7 database (Ostlund *et al*., 2010), with exclusion of in‐paralogs for scores <0.05.

Protein–protein interaction data were retrieved from the BioGRID database (Stark *et al*., 2011), release 3.1.83. The construction of longevity networks has been described previously (Tacutu *et al*., 2010). Briefly, the networks include LAGs as a core set and their first‐order interaction partners. Only the largest connected component is kept in the network. The graphical output for the networks was generated using cytoscape 3.0.1 (Smoot *et al*., 2011).

### Gene expression analysis

Gene expression analysis was performed 72 h after the worms were transferred to drug‐containing plates. The transfer was performed when worms were in the L4 stage. Whole worms were washed from the plate with distilled water and spun down at 3000 rpm (∼750 g) for 2 min. Afterwards, the worms were resuspended in 400 uL Trizol reagent and then transferred to 2‐mL screw cap tubes containing 1 mL 0.1‐mm glass beads. Worms were lysed in a powerlyser at 4000 rpm (∼1300 g) for two 30‐second runs, chilling the tubes on ice after each run. RNA was then extracted as per the manufacturer's instructions with a QIAGEN RNeasy extraction kit (Qiagen, Venlo, The Netherlands). Each condition was run in triplicate.

RNA samples were analysed in terms of quality and quantity using an Agilent 2100 Bioanalyser RNA 6000 Nano chip. Samples were labelled using the Affymetric GeneChip 3@ IVT Express labelling kit as per the manufacturer's instructions; 200 ng of total RNA was input into the labelling reaction. Following amplification, 15ug of RNA was fragmented and 12.5ug of fragmented labelled RNA was hybridized onto Affymetrix GeneChip *C. elegans* Genome Arrays as per the manufacturer's instructions. These were hybridized for 16 h at 45 °C and 60 rpm in an Affymetrix Hybridization Oven 640. Hybridized arrays were washed using Affymetrix Hybridization Wash and Stain kit on a GeneChip Fluidics station 450 and scanned using an Affymetrix GeneChip scanner 3000 7G. Affymetrix GeneChip Command Console Software was used to generate CEL files. Raw data have been submitted to Gene Expression Omnibus (GEO) under the accession GSE64336.

Analysis of gene expression data was carried out with the Affymetrix^®^ Transcriptome Analysis Console. Data preprocessing (using RMA normalization) and QC metrics were performed using Affymetrix^®^ Expression Console^™^ and manually inspected afterwards (see Fig. S19 for array heat map). Expression analysis was carried out for each two pairwise conditions. FDR statistical correction for multiple testing resulted in a slightly lower number of DEGs in most cases. 

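Reproduction genes differ among the arrays of a control group. The 61 sperm genes averaged 7.79, 9.2 and 8.97 in the 3 N2 control arrays (SD 0.75) and 7.65, 8.83 and 7.7 in the eat-2 controls (SD 0.66), with an SD of 0.32 on allantoin, 0.21 on rapamycin in N2 and 0.1 in eat-2 on rapamycin. Neuropeptide, germline and oocyte, and cell cycle genes ranged widely in the same 3 arrays. Single genes did the same: the lysozyme gene lys-10 had a standard deviation of 2.1 in N2 controls against 0.47 in eat-2 controls, and acs-2 had 0.9 against 0.16 on allantoin.

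Numbers at an adjusted p under 0.05 were taken for comparisons with and without N2 controls. In fits of 6 arrays limma gave 13821 for N2 rapamycin against N2 allantoin, 13070 for eat-2 rapamycin against N2 rapamycin, 677 for eat-2 rapamycin against N2 allantoin and the 3118, 4839 and 11644 of the other pairs. With N2 controls the numbers were 0, 9, 43 and 2116. A single fit of all 15 arrays pools the spread of all groups and so understates that of the N2 controls. Against N2 controls it gave 2519 for allantoin, 374 for eat-2, 2863 for eat-2 rapamycin and 7785 for rapamycin in N2. It gave 355 for eat-2 rapamycin against allantoin, 1980 for rapamycin in eat-2 and 2083 for allantoin against eat-2 controls. The study's unmoderated test gave 0 for allantoin, 10 for rapamycin and 2 for eat-2 against N2 controls, and 928 for rapamycin in eat-2. The number for eat-2 rapamycin against N2 allantoin was 253 without eat-2 rapamycin 1, and 204 and 275 without allantoin 1 and 2. Across the pairs, the study's threshold called 4611, 4221 and 315 probe sets in the comparisons of rapamycin with allantoin in N2, of eat-2 with N2 on rapamycin, and of eat-2 rapamycin with allantoin. The share higher was 58.3% in the first and turned to 42.1% under median centring, which moved all genes by -0.2. In the next it was 40.3% and turned to 59%, with all genes moved by 0.23. Without eat-2 rapamycin 2 or 3 the share in the last was 81.5% or 50.3%.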

The notable exceptions to this pattern are the comparisons involving N2 controls that appear to be affected more by noise. This is most probably due to a higher variability in gene expression in the N2 control population compared to populations with pathological or drug‐induced conditions. For example, surveying various worm data sets from experiments submitted to GEO revealed that, in many cases, there is a striking number of genes differentially expressed between N2 worm samples from different experiments (data not shown). 

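The sperm and neuropeptide genes that vary among N2 controls also set allantoin-treated and rapamycin-treated worms apart. On the line from the mean of the allantoin arrays, at 0, to the mean of the N2 rapamycin arrays, at 1, the N2 controls lay at 0.12, 0.71 and 0.43. The eat-2 controls lay at 0.14, 0.33 and 0.16, and the eat-2 rapamycin arrays at 0.04, 0.12 and 0. Sperm genes were a median of 2.66 higher on rapamycin than on allantoin (camera adjusted p = 7.46e-14, adjusted p = 0.401 with an estimated correlation), neuropeptide genes 1.06 higher (camera adjusted p = 2.65e-15, adjusted p = 0.233 with an estimated correlation) and vitellogenins had -1.8 (camera adjusted p = 0.00116, adjusted p = 0.316 with an estimated correlation), with signs kept by median centring and cyclic loess. Extremes were cyc-2.2, higher on rapamycin by 4.88 (n = 3 per group, limma adjusted p = 3.34e-06), and clec-196, at -4.99 (limma adjusted p = 2.86e-07).

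The paper proposes that expression is more variable in N2 controls than in the other populations. The median standard deviation over probe sets was 0.21 in N2 controls, 0.121 on rapamycin, 0.0949 on allantoin, 0.1115 in eat-2 controls and 0.112 in eat-2 on rapamycin. With 3 arrays per group, these values show the spread of these arrays and cannot give that of a population. The array weights that limma estimated for N2 controls were 0.246, 0.208 and 0.605, beside 0.548 for eat-2 control 2, 0.517 for eat-2 rapamycin 2 and 0.65 to 3.67 for the other arrays.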

To include DEGs that are only marginally significant in our subsequent analysis, we have included all DEGs with *P*‐value <0.05 and fold change >2.0. This is in line with our previous methods that focussed on finding pathways potentially associated with aging and longevity (de Magalhães *et al*., 2009). DEGs were matched up against known worm LAGs and against genes implicated in CR using data from the GenAge and GenDR databases (Tacutu *et al*., 2013).

Functional enrichment analysis was performed for DEGs with the tools provided by DAVID 6.7 (Huang *et al*., 2009). For each analysis, the worm genome was used as background with default settings. Multiple hypothesis testing was carried out using Benjamini correction (*P* < 0.05). For each data set enriched in more than 5 terms, functional annotation clustering was carried out, using default parameters and an EASE enrichment threshold of 0.05. Terms that did not fit our criterion (Benjamini *P* < 0.05) were removed postanalysis from the constructed clusters.

## Funding info

This project was supported by a Royal Society grant (RG120543) to JPM. SC is supported by a BBSRC DTP studentship (BB/J014516/1). RT was supported by a Marie Curie FP7‐PEOPLE‐IEF Fellowship within the 7th European Community Framework Programme.

## Conflict of interest

None declared.

## Supporting information

**Fig. S1** Percentage survival of wild‐type (N2) or *eat‐2* mutant worms alone or treated with geldanamycin.
**Fig. S2** Percentage survival of wild‐type (N2) or *eat‐2* mutant worms alone or treated with a regular or double dose of trichostatin A (TSA).
**Fig. S3** Percentage survival of wild‐type (N2) or *eat‐2* mutant worms alone or treated with a regular or double dose of allantoin.
**Fig. S4** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 1.
**Fig. S5** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 2.
**Fig. S6** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 1.
**Fig. S7** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 2.
**Fig. S8** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 1.
**Fig. S9** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 2.
**Fig. S10** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY‐294002, trial 1.
**Fig. S11** The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY‐294002, trial 2.
**Fig. S12** The movement rate of either N2 control worms or those treated with geldanamycin, trial 2.
**Fig. S13** The Pharyngeal Pumping rate of either N2 control worms or those treated with geldanamycin.
**Fig. S14** The Pharyngeal Pumping rate of either N2 control worms or those treated with allantoin, trial 2.
**Fig. S15** The Pharyngeal Pumping rate of either N2 control worms or those treated with trichostatin A, trial 2.
**Fig. S16** The Pharyngeal Pumping rate of either N2 control worms or those treated with Rapamycin, trial 2.
**Fig. S17** Mantra 2.0 analysis of the compounds under study.
**Fig. S18** The Pharyngeal Pumping rate of either N2 control worms or those treated with LY‐294002, trial 2.
**Fig. S19** Pearson's correlation of the signal (using RMA‐normalized gene‐level signals) between samples, obtained from the Affymetrix Expression Console.

**Table S1** Human genes used to query the Connectivity Map and their relative change in the CR transcriptional profile used.
**Table S3** The variation seen in lifespan compared to controls of each treatment.

**Table S2** Full list of results from the Connectivity Map. Specificity score gives an estimate of how unique the similarities of the drugs’ expression profile to the query expression profile are.

**Table S4** Full list of differentially expressed genes.

**Table S5** Functional enrichment for genes differentially expressed under various treatments.

**Table S6** List of differentially expressed longevity‐associated genes.

**Table S7** Tabulated lifespan data for Figures 1, 2, S1, S2 and S3.

# Supplementary material for: A network pharmacology approach reveals new candidate caloric restriction mimetics in C. elegans
**Source:** Aging Cell. 2015 Dec 16;15(2):256–66. doi: 10.1111/acel.12432
**Supplement:** Supplementary file 1 — Fig. S1 Percentage survival of wild‐type (N2) or eat‐2 mutant worms alone or treated with geldanamycin. Fig. S2 Percentage survival of wild‐type (N2) or eat‐2 mutant worms alone or treated with a regular or double dose of trichostatin A (TSA). Fig. S3 Percentage survival of wild‐type (N2) or eat‐2 mutant worms alone or treated with a regular or double dose of allantoin. Fig. S4 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 1. Fig. S5 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 2. Fig. S6 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 1. Fig. S7 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 2. Fig. S8 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 1. Fig. S9 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 2. Fig. S10 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY‐294002, trial 1. Fig. S11 The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY‐294002, trial 2. Fig. S12 The movement rate of either N2 control worms or those treated with geldanamycin, trial 2. Fig. S13 The Pharyngeal Pumping rate of either N2 control worms or those treated with geldanamycin. Fig. S14 The Pharyngeal Pumping rate of either N2 control worms or those treated with allantoin, trial 2. Fig. S15 The Pharyngeal Pumping rate of either N2 control worms or those treated with trichostatin A, trial 2. Fig. S16 The Pharyngeal Pumping rate of either N2 contr

Supporting Information

Calvert et al., *A network pharmacology approach reveals new candidate caloric restriction mimetics*

Table of Contents:

SuppInfo 1.pdf:

Table S1. Human genes used to query the Connectivity Map and their relative change in the CR transcriptional profile used.

Table S3. The variation seen in lifespan compared to controls of each treatment.

Figure S1. Percentage survival of wild-type (N2) or *eat-2* mutant worms alone or treated with geldanamycin.

Figure S2. Percentage survival of wild-type (N2) or *eat-2* mutant worms alone or treated with a regular or double dose of trichostatin A (TSA). N2 worms treated with either 100μM or 200μM of TSA lived significantly longer than N2 (22.6% and 23.8%) and *eat-2* worms (6% and 7%). Treatment of *eat-2* worms with either dose led to a statistically significant increase in lifespan, however this was only a small increase (4.2% and 3.6%).

Figure S3. Percentage survival of wild-type (N2) or *eat-2* mutant worms alone or treated with a regular or double dose of allantoin. N2 worms treated with either 250μM or 500μM of allantoin lived significantly longer than N2 (20.1% and 14.3%). N2 worms treated with 250μM of allantoin but not 500μM was significantly longer lived than *eat-2* worms (3.9%). Treatment of *eat-2* worms with either dose led to a statistically significant increase in lifespan, however this was only a small increase (4.2% and 3.3%).

Figure S4. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 1.

Figure S5. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 2.

Figure S6. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 1.

Figure S7. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 2.

Figure S8. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 1.

Figure S9. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 2.

Figure S10. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY-294002, trial 1.

Figure S11. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY-294002, trial 2.

Figure S12. The movement rate of either N2 control worms or those treated with geldanamycin, trial 2.

Figure S13. The Pharyngeal Pumping rate of either N2 control worms or those treated with geldanamycin.

Figure S14. The Pharyngeal Pumping rate of either N2 control worms or those treated with allantoin, trial 2.

Figure S15. The Pharyngeal Pumping rate of either N2 control worms or those treated with trichostatin A, trial 2.

Figure S16. The Pharyngeal Pumping rate of either N2 control worms or those treated with Rapamycin, trial 2.

Figure S17. Mantra 2.0 analysis of the compounds under study.

Figure S18. The Pharyngeal Pumping rate of either N2 control worms or those treated with LY-294002, trial 2.

Figure S19. Pearson's correlation of the signal (using RMA-normalized gene-level signals) between samples, obtained from the Affymetrix Expression Console.

SuppInfo 2.xls:

Table S2. Full list of results from the Connectivity Map. Specificity score gives an estimate of how unique the similarities of the drugs' expression profile to the query expression profile are. A high score may indicate similarity is commonly seen in many drugs. Mean denotes the mean Connectivity score, a value between 1 and -1 that represents the strength and direction of similarity of a given drug signature to the query signature, positive scores indicate similarity, whereas negative scores indicate an opposite change in expression. Enrichment indicates the enrichment score, this value is calculated by subjecting the Connectivity score to a Kolmogorov-Smirnov statistical test, this value can then be used to produce probability values. For more details please see: <https://www.broadinstitute.org/cmap/>

SuppInfo 3.xlsx:

Table S4. Full list of differentially expressed genes.

SuppInfo 4.xlsx:

Table S5. Functional enrichment for genes differentially expressed under various treatments.

SuppInfo 5.xlsx:

Table S6. List of differentially expressed longevity-associated genes.

SuppInfo 6.xlsx:

Tabulated lifespan data for Figures 1, 2, S1, S2 and S3.

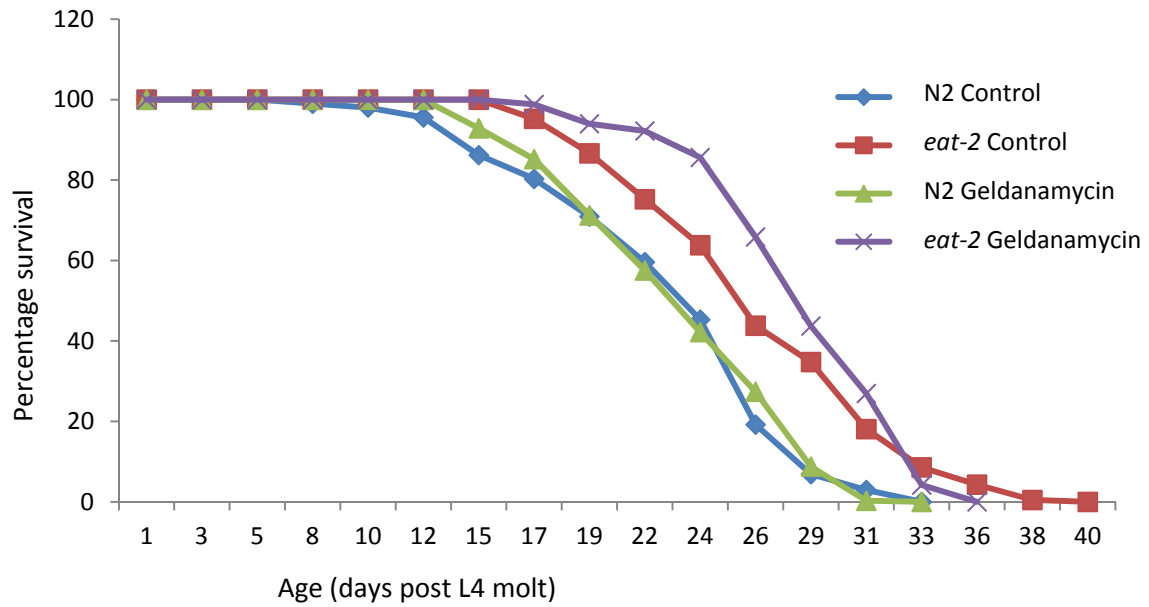

Figure S1. Percentage survival of wild-type (N2) or *eat-2* mutant worms alone or treated with geldanamycin. Worms unresponsive to touch stimulation were recorded as dead. Treated worms did not show any significant difference from controls of the same genotype.

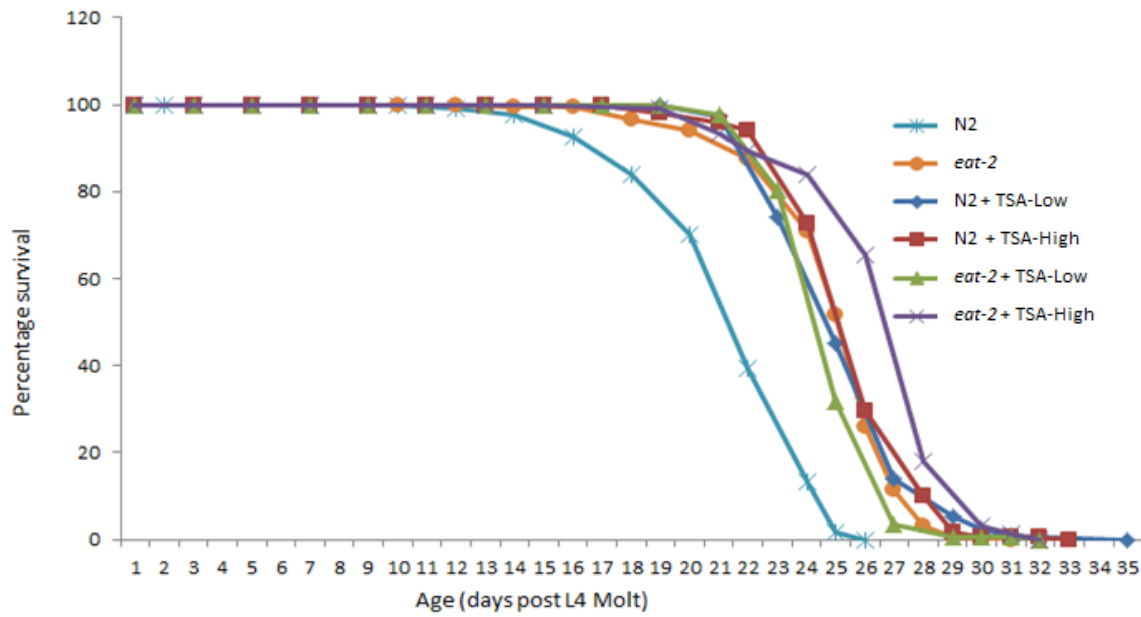

Figure S2. Percentage survival of wild-type (N2) or *eat-2* mutant worms alone or treated with a regular or double dose of trichostatin A (TSA). N2 worms treated with either 100 μ M or 200 μ M of TSA lived significantly longer than N2 (22.6% and 23.8%) and *eat-2* worms (6% and 7%). Treatment of *eat-2* worms with either dose led to a statistically significant increase in lifespan, however this was only a small increase (4.2% and 3.6%).

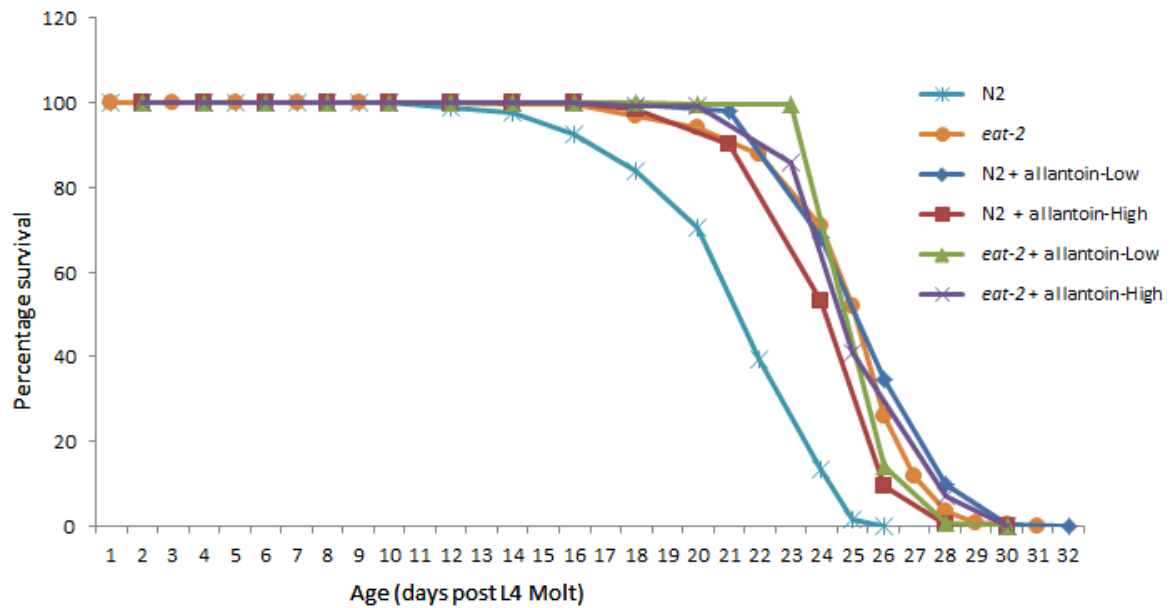

Figure S3. Percentage survival of wild-type (N2) or *eat-2* mutant worms alone or treated with a regular or double dose of allantoine. N2 worms treated with either 250 μ M or 500 μ M of allantoine lived significantly longer than N2 (20.1% and 14.3%). N2 worms treated with 250 μ M of allantoine but not 500 μ M was significantly longer lived than *eat-2* worms (3.9%). Treatment of *eat-2* worms with either dose led to a statistically significant increase in lifespan, however this was only a small increase (4.2% and 3.3%).

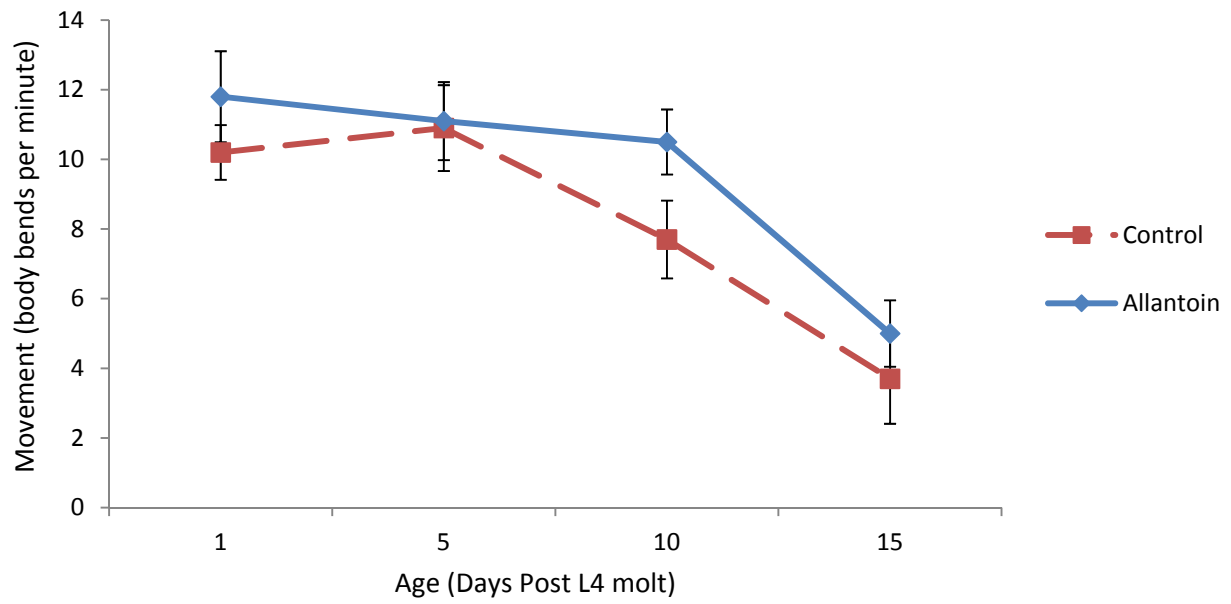

Figure S4. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 1. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Allantoin treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate +/- 1 standard error.

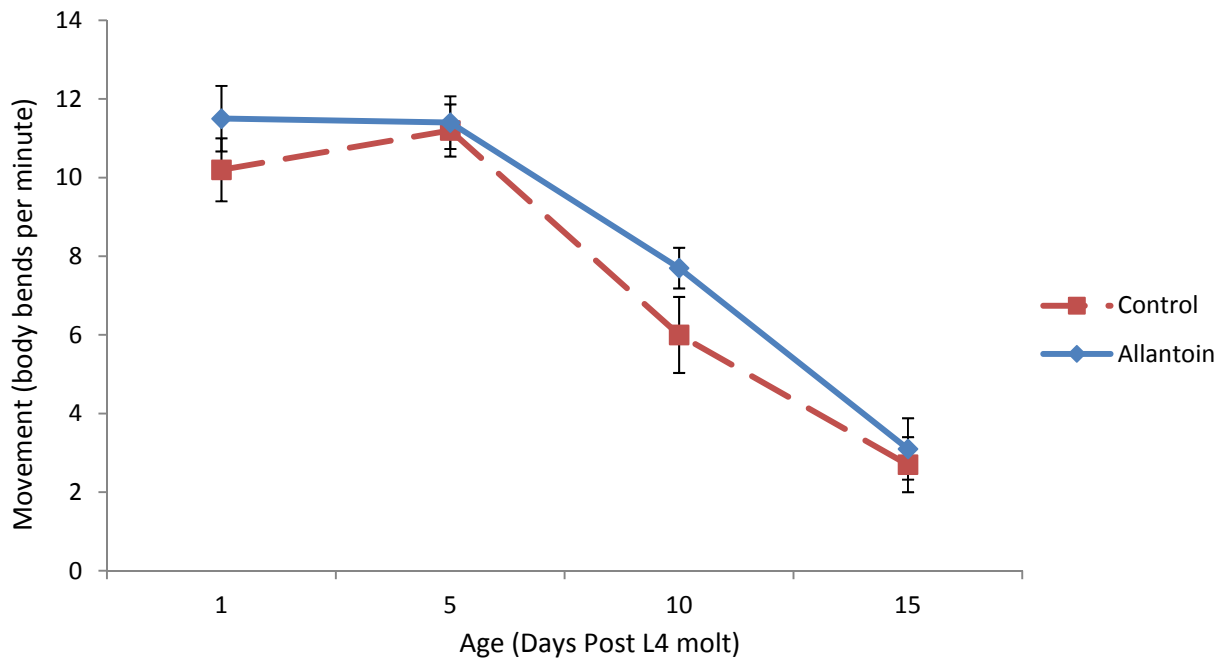

Figure S5. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with allantoin, trial 2. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Allantoin treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate +/- 1 standard error.

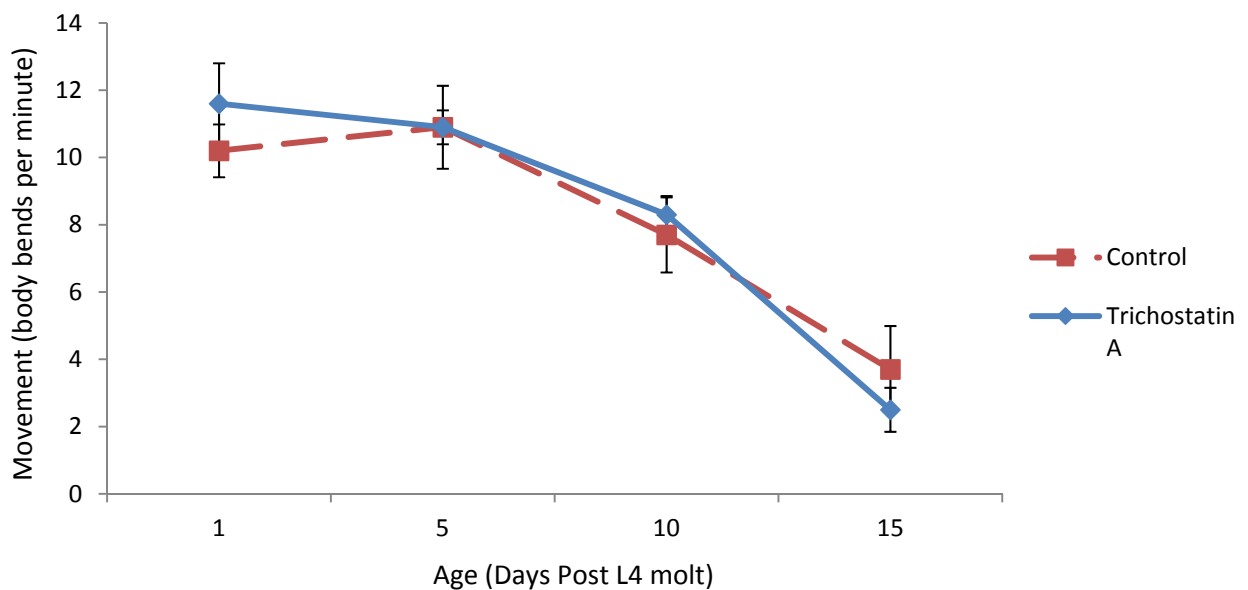

Figure S6. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 1. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Trichostatin A treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate +/- 1 standard error.

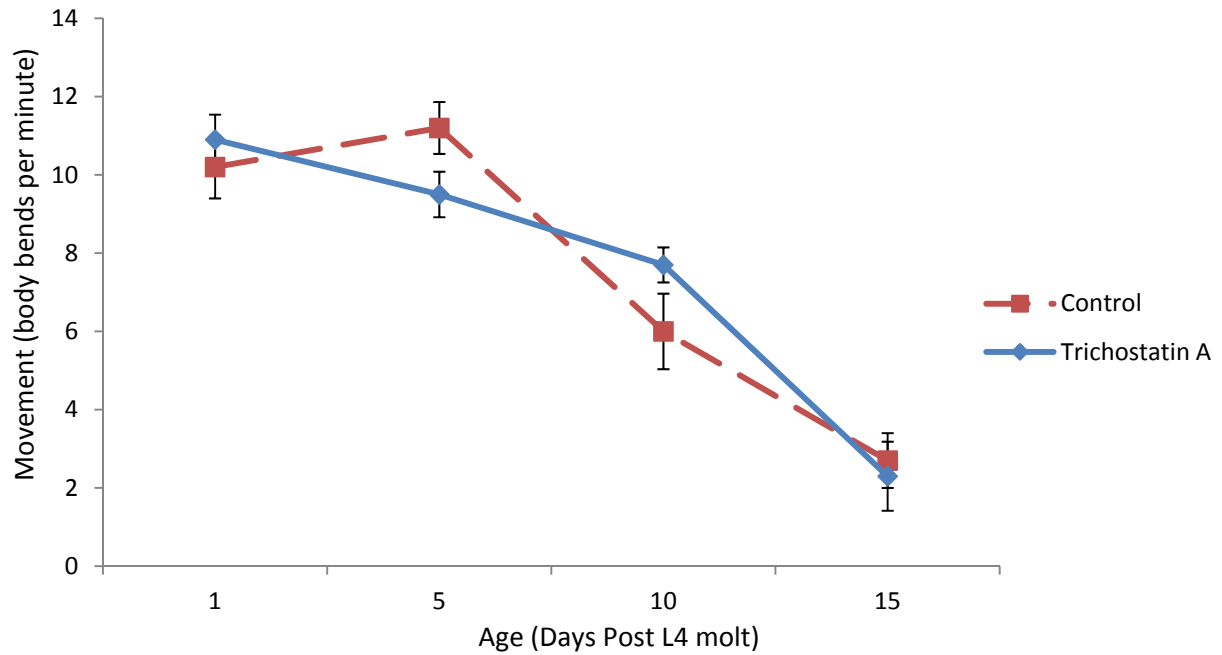

Figure S7. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with trichostatin A, trial 2. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Trichostatin A treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate ± 1 standard error.

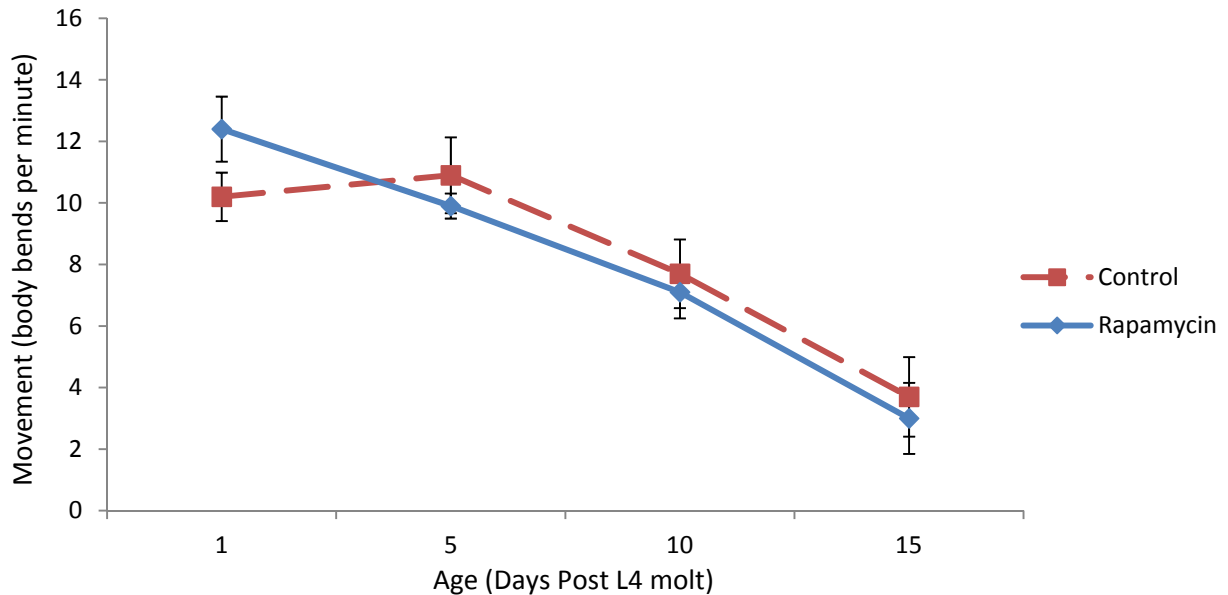

Figure S8. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 1. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Rapamycin treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate ± 1 standard error.

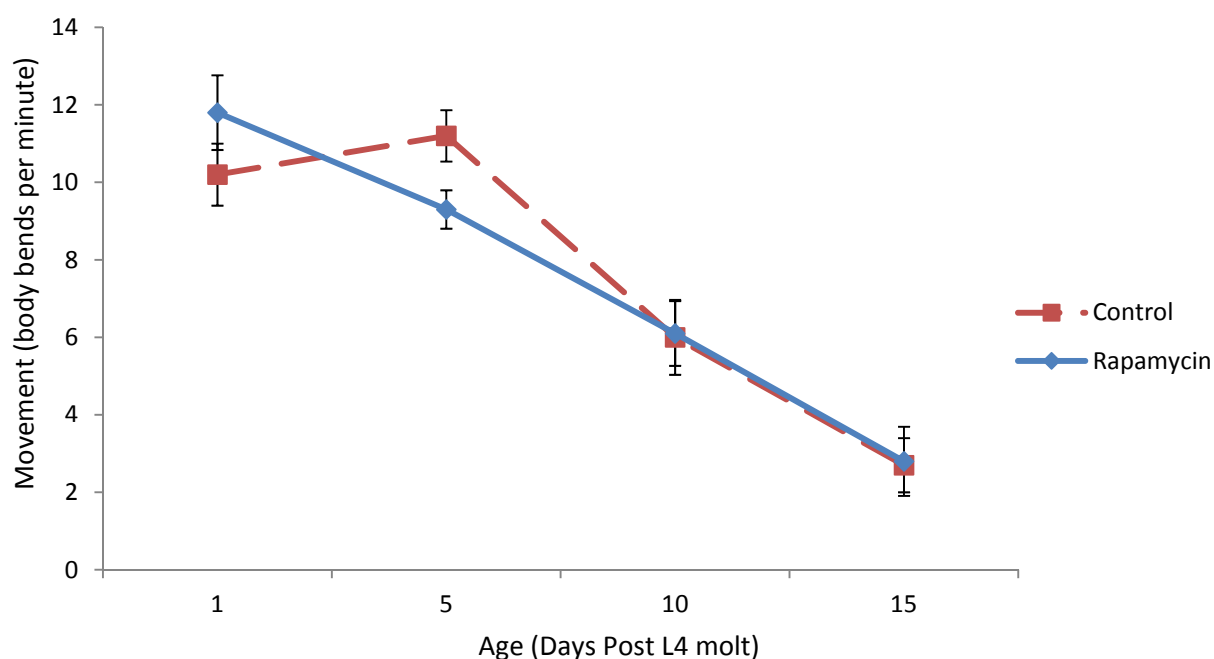

Figure S9. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with rapamycin, trial 2. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Rapamycin treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate ± 1 standard error.

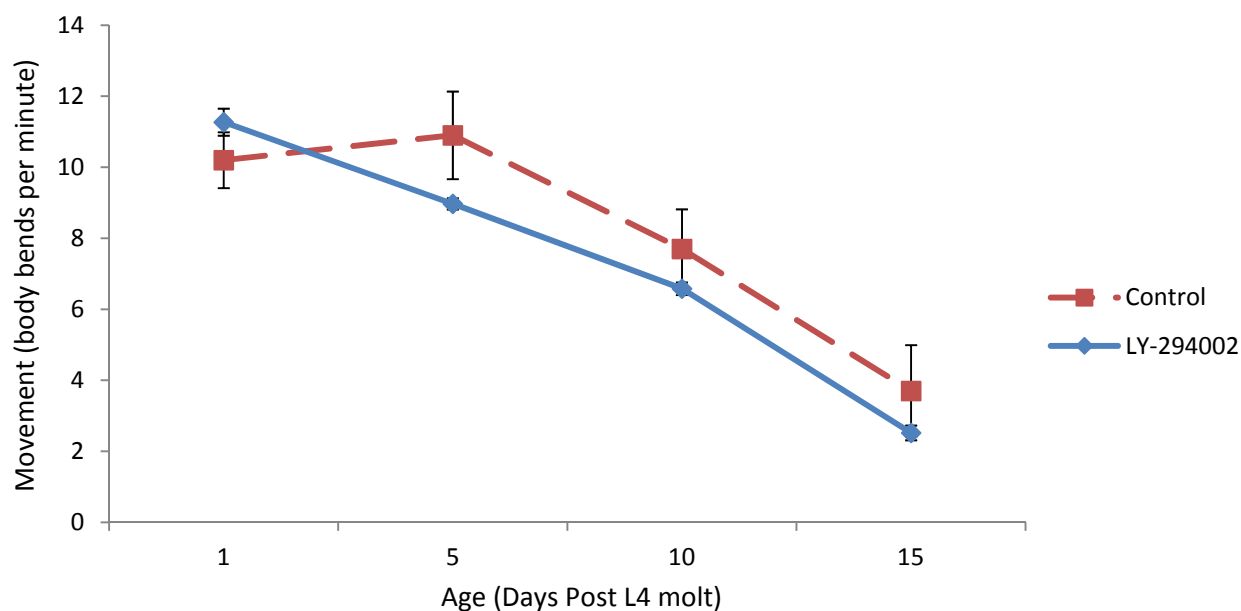

Figure S10. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY-294002, trial 1. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. LY-294002 treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate ± 1 standard error.

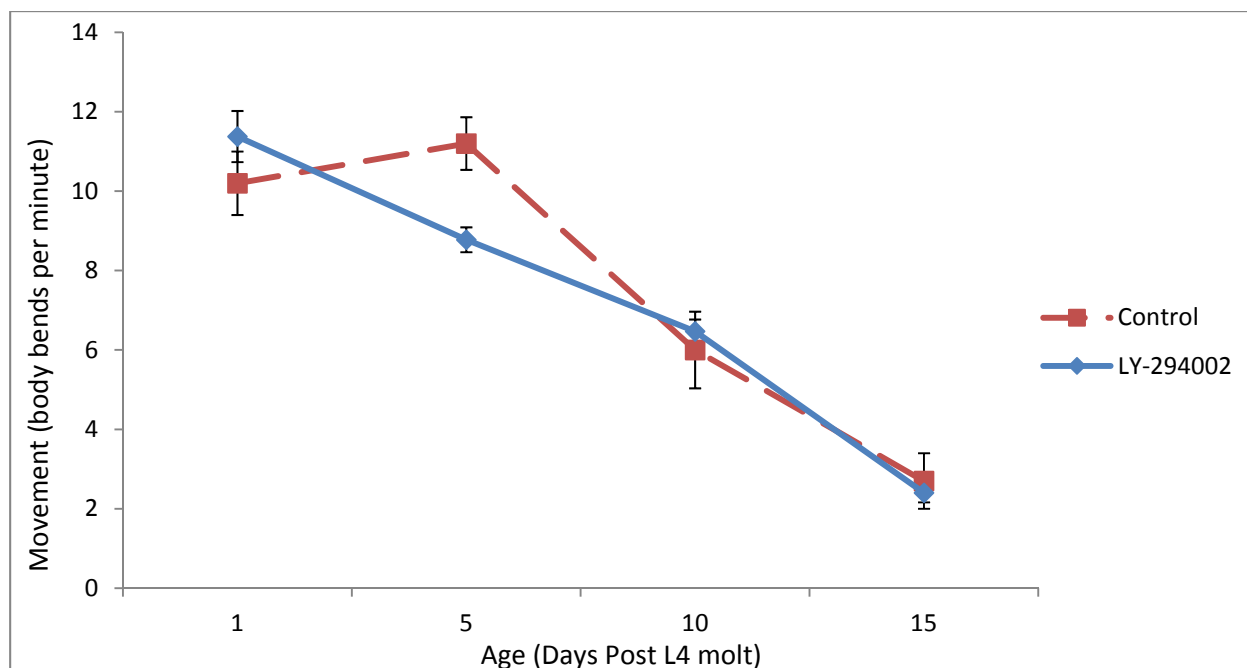

Figure S11. The movement rate measured as the number of body bends per minute of either N2 control worms or those treated with LY-294002, trial 2. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. LY-294002 treated worms showed a decline in movement that was not statistically different to controls. Error bars indicate +/- 1 standard error.

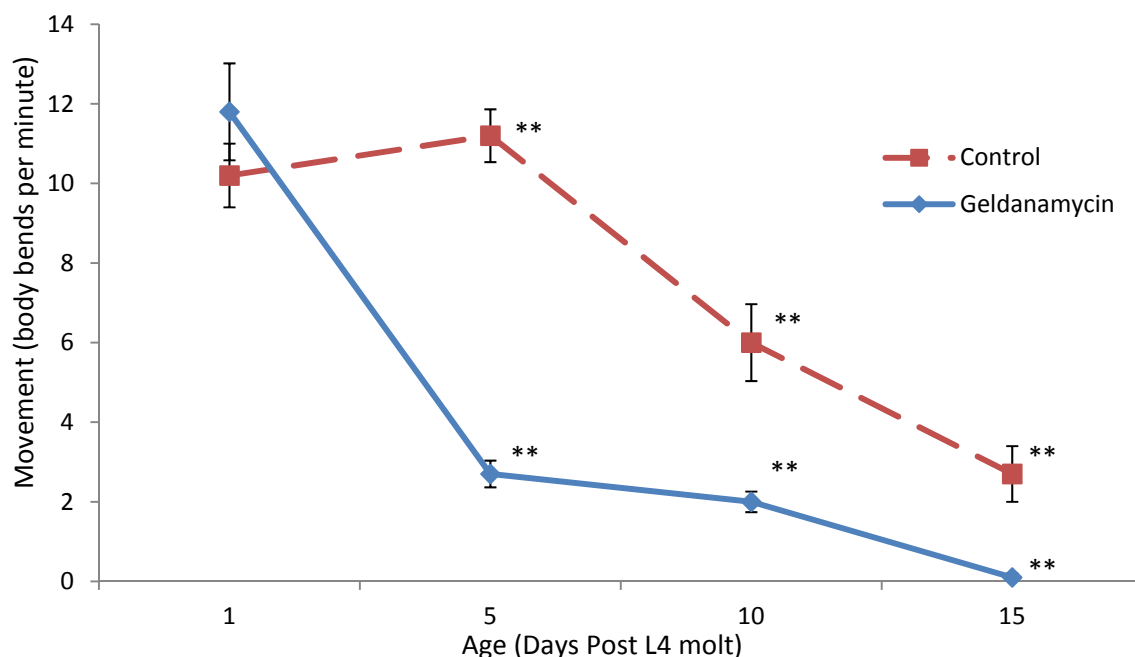

Figure S12. The movement rate of either N2 control worms or those treated with geldanamycin, trial 2. Movement rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Geldanamycin treated worms show a much faster initial decline in movement compared to the controls. Movement rate decreases faster in geldanamycin treated worms with the rate of movement at day 5, 10 and 15 for treated worms (2.7, 2, 0.1 body bends per minute respectively) being lower than the rate in controls (11.2, 6, 2.7 body bends per minute respectively), to a significant degree two tailed T tests day 5: ($P < 0.001$, $t_{\text{stat}} = 11.4383$ df: 18 sd: 1.6617 $N = 10$) day 10: ($P < 0.005$, $t_{\text{stat}} = 4$ df: 18 sd: 2.2361) day 15: ($P < 0.005$ $t_{\text{stat}} = 3.6770$ df: 18 sd: 1.5811 $N = 10$). Stars (**) indicate a significance of at least 0.005. Error bars indicate +/- 1 standard error.

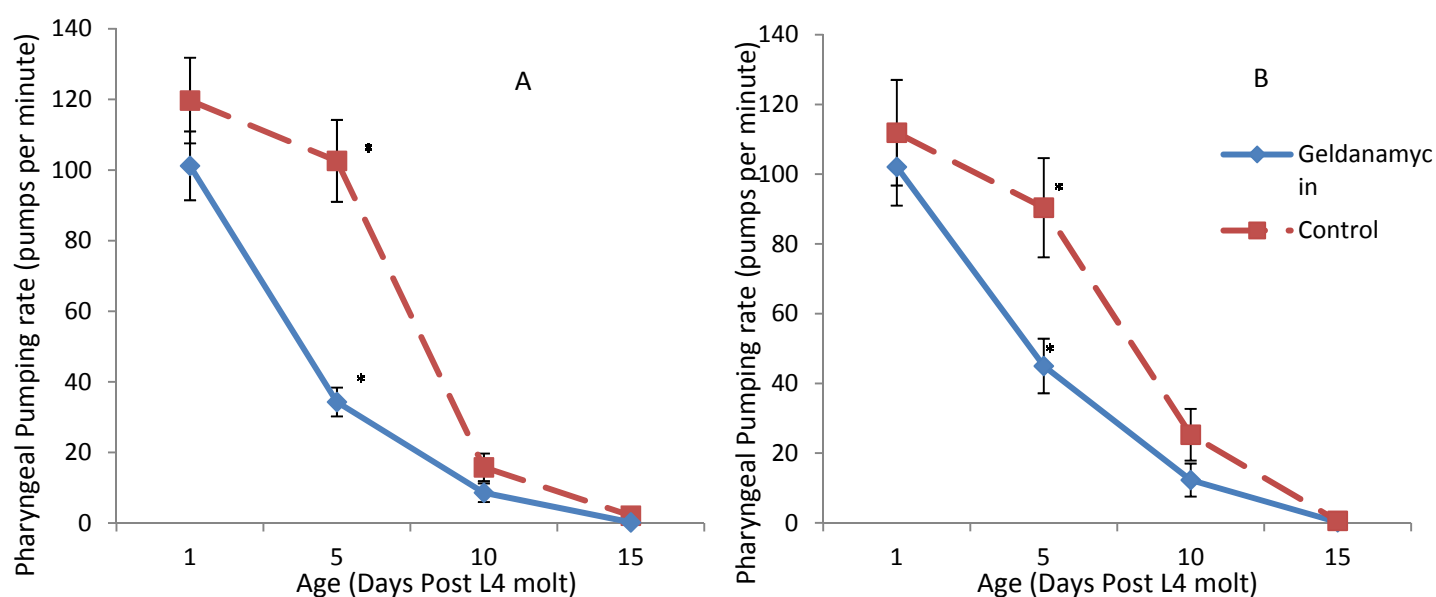

Figure S13. The Pharyngeal Pumping rate of either N2 control worms or those treated with geldanamycin. Pumping rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Pumping rate in treated worms (45 pumps per minute) is lower than that of worms (90.4 pumps per minute) to a statistically significant degree at day 5 two tailed T test ($P < 0.05$, t_{stat} : 2.7957 df: 18 sd: 36.3122 $N=10$). A and B refer to two separate trials. Stars (*) indicate a significance of at least 0.05. Error bars indicate +/- 1 standard error.

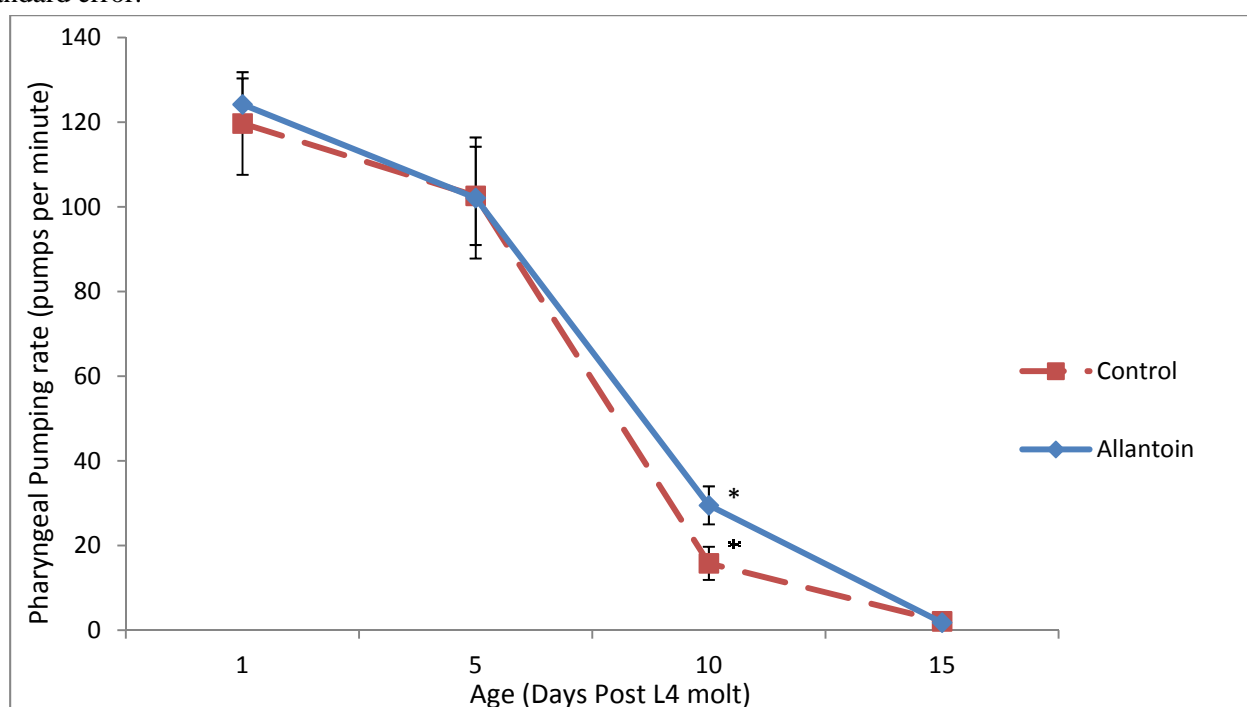

Figure S14. The Pharyngeal Pumping rate of either N2 control worms or those treated with allantoin, trial 2. Pumping rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Pumping rate in treated worms (29.5 pumps per minute) is greater than that of controls (15.8 pumps per minute) to a statistically significant degree at day 10 (two tailed T test $P < 0.05$, t_{stat} : -2.3033 df: 18 sd: 13.3002 $N=10$). Stars (*) indicate a significance of at least 0.05. Error bars indicate +/- 1 standard error.

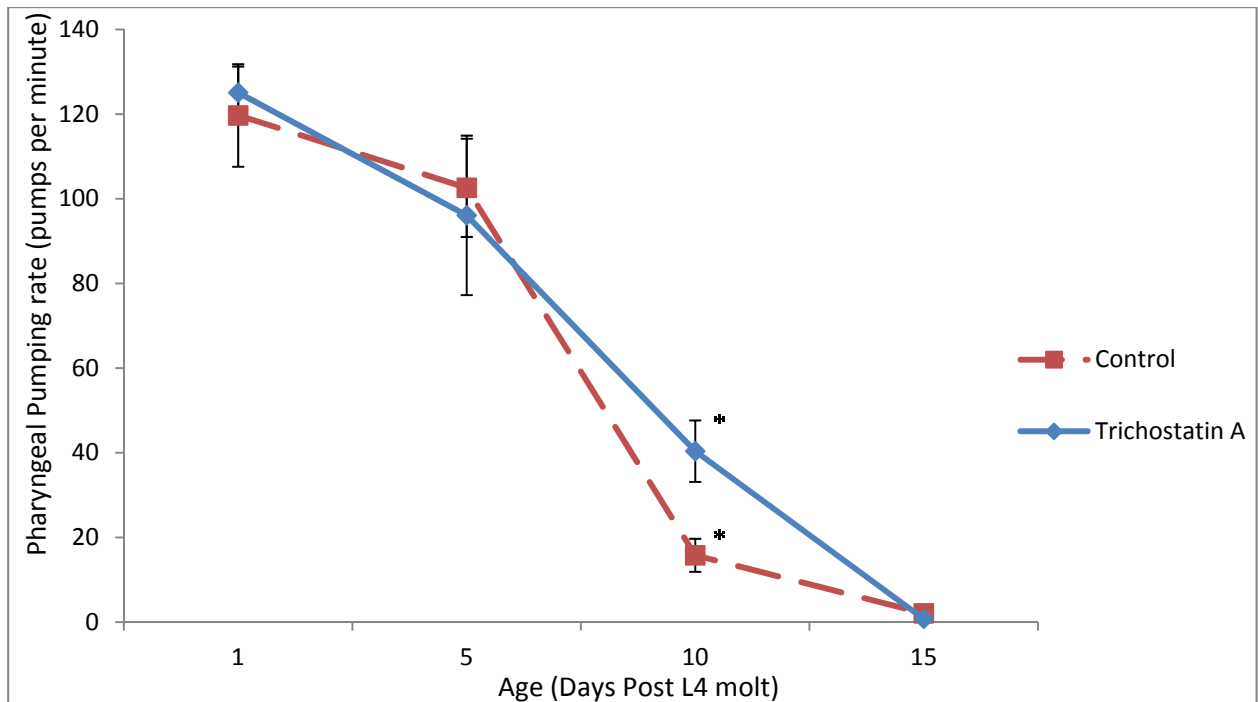

Figure S15. The Pharyngeal Pumping rate of either N2 control worms or those treated with trichostatin A, trial 2. Pumping rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Pumping rate in treated worms (40.4 pumps per minute) is greater than that of controls (15.8 pumps per minute) to a statistically significant degree at day 10, two tailed T test ($P < 0.01$, $t_{\text{stat}} = -2.9861$ df: 18 sd: 18.4210 N10). Stars (*) indicate a significance of at least 0.05. Error bars indicate ± 1 standard error.

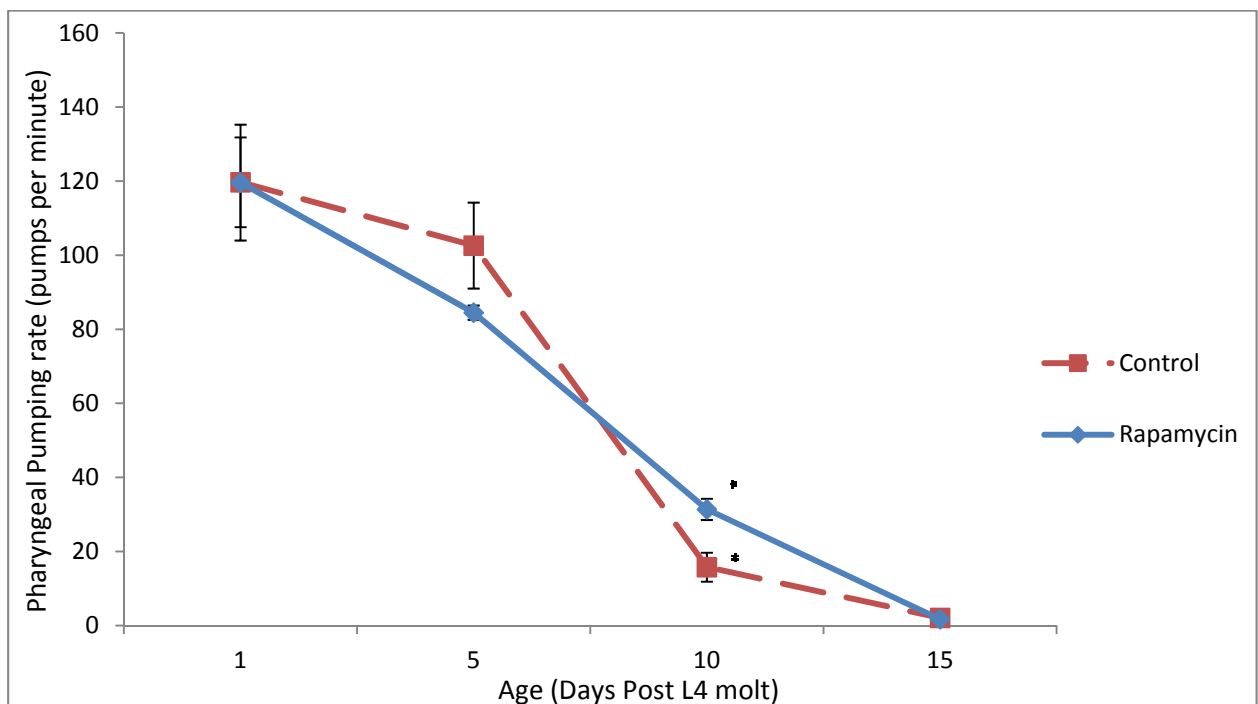

Figure S16. The Pharyngeal Pumping rate of either N2 control worms or those treated with Rapamycin, trial 2. Pumping rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Pumping rate of treated worms (31.4 pumps per minute) was greater than that of controls (15.8 pumps per minute) to a statistically significant degree at day 10 two tailed T test ($P < 0.005$, $t_{\text{stat}} = -3.2203$ df: 18 sd: 10.8321 N=10). Stars (*) indicate a significance of at least 0.05. Error bars indicate ± 1 standard error.

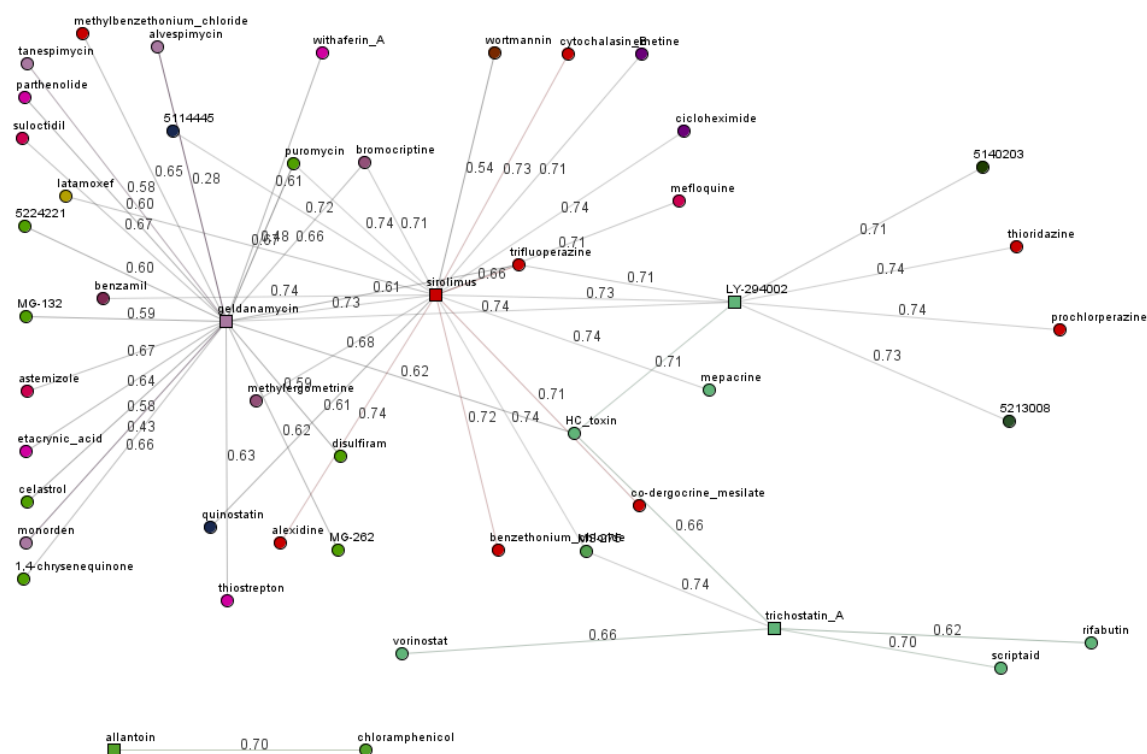

Figure S17. Mantra 2.0 analysis of the compounds under study. Each square represents one of the drugs under investigation. Each numbered line represents the similarity of induced gene expression profile of each compound. Geldanamycin, rapamycin (sirolimus), and LY-294002 seem to be relatively similar in their induced gene expression profiles. Trichostatin A seems to be more distinct with only a indirect connection to these drugs. The analysis used a 0.75 cut off as larger cut offs produced too many nodes to discern any useful information.

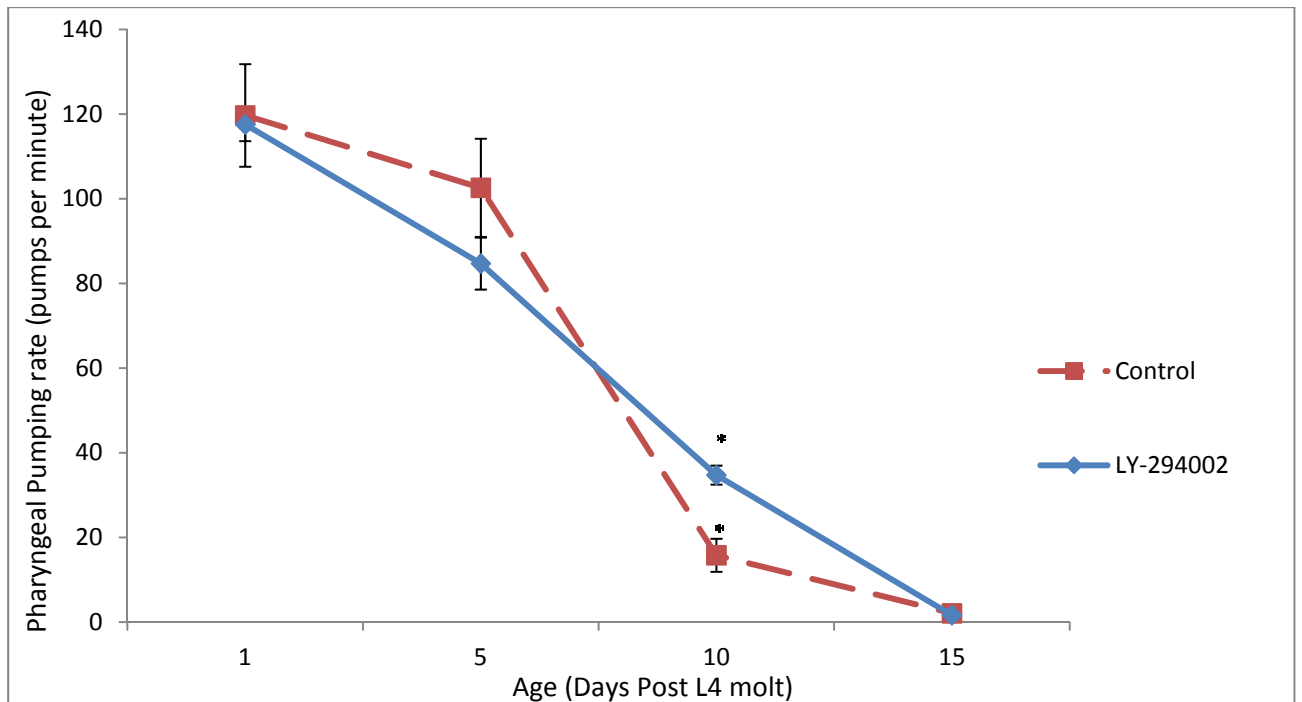

Figure S18. The Pharyngeal Pumping rate of either N2 control worms or those treated with LY-294002, trial 2. Pumping rate was recorded on day 1, 5, 10 and 15 post L4 molt when drug treatment began. Pumping rate of treated worms (34.7 pumps per minute) was greater than that of controls (15.8 pumps per minute) to a statistically significant degree two tailed T test ($P < 0.001$, $t_{\text{stat}} = -5.7496$ df: 18 sd: 18.1230 $N=10$). Stars (*) indicate a significance of at least 0.005. Error bars indicate ± 1 standard error.

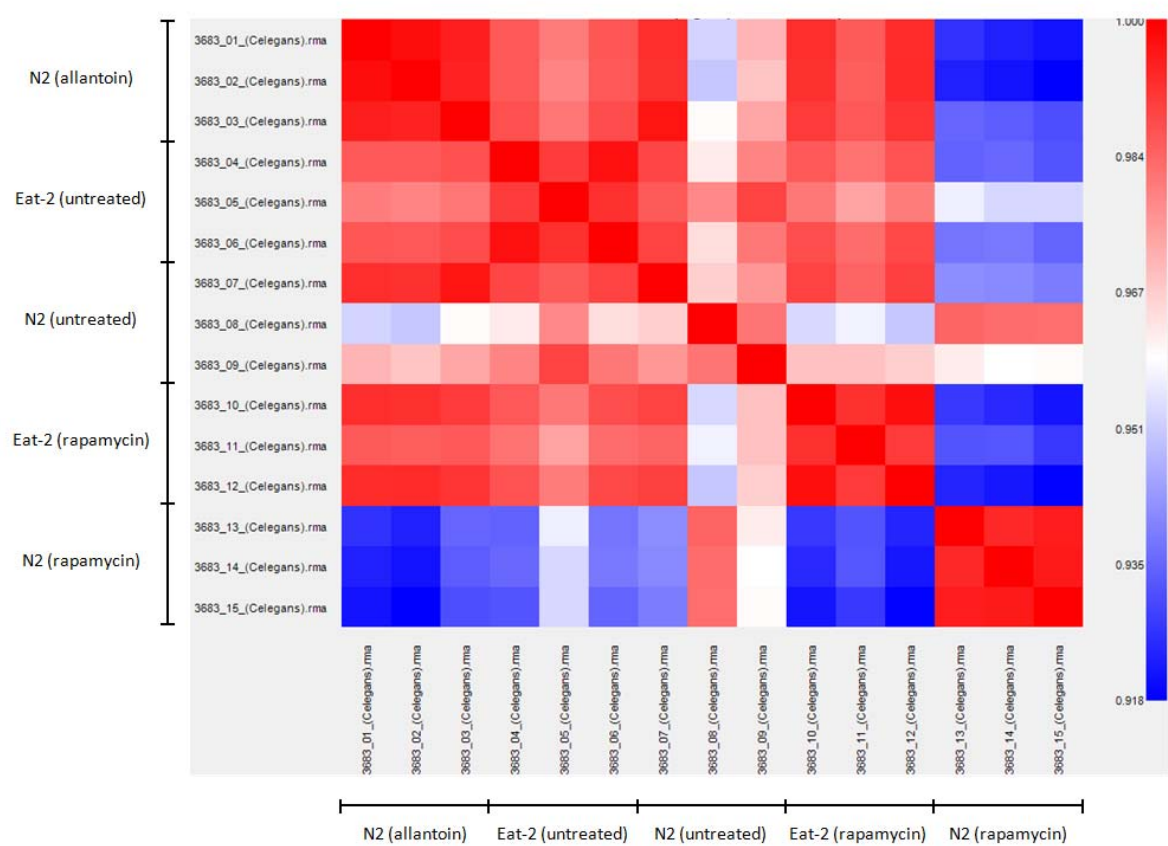

Figure S19. Pearson's correlation of the signal (using RMA-normalized gene-level signals) between samples, obtained from the Affymetrix Expression Console.

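Genes with steady levels dominate correlations over whole arrays, so values near 1 still leave room for large changes in sperm, collagen or yolk genes. The N2 control arrays correlated with each other at 0.9669 to 0.9815, the lowest range of the 5 groups. The allantoin arrays correlated at 0.9948 to 0.9983, N2 rapamycin at 0.9939 to 0.9962, eat-2 controls at 0.9905 to 0.9976 and eat-2 rapamycin at 0.9907 to 0.9978. N2 control 1 correlated on average at 0.994 with the allantoin arrays and at 0.9715 with the other N2 controls, and N2 control 2 at 0.9831 with the rapamycin arrays and at 0.9742 with the other N2 controls. Leaving out N2 control 1 or 3 gave a mean of 0.9815 or 0.9669 within the group. The cytochrome c gene cyc-2.2 spans 4.65 in eat-2 on rapamycin to 10.06 in N2 on rapamycin, and pud-4 spans 12 to 4.14 in the same groups.

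**Figure D2:**
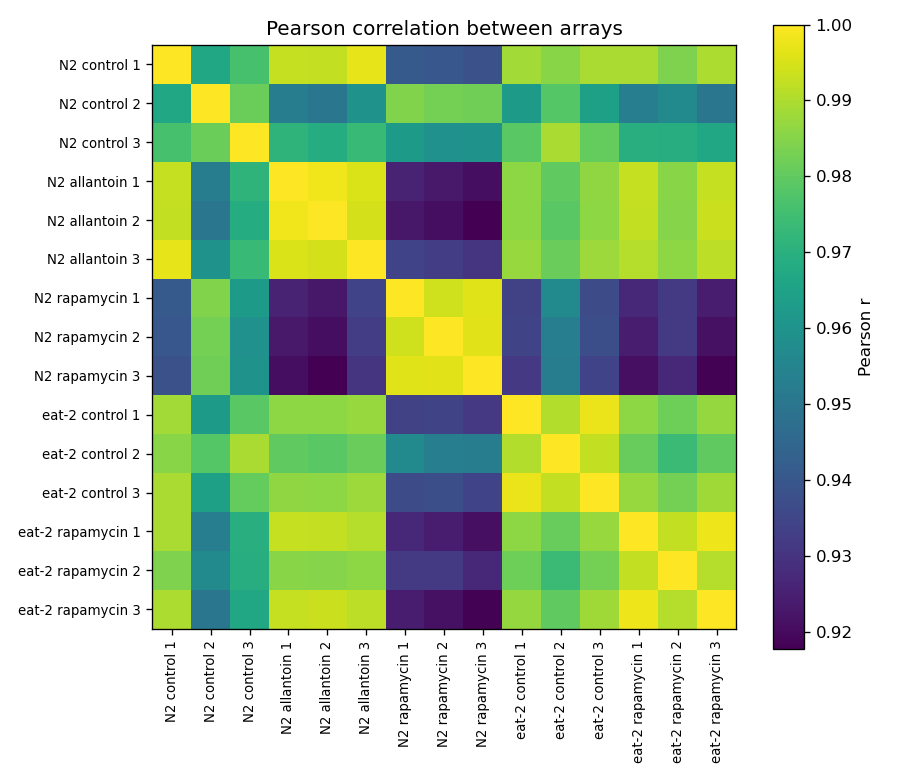
Pearson correlation of log2 signal between the 15 arrays, 3 per group. N2 control 1 lies near the allantoin arrays and N2 control 2 near the N2 rapamycin arrays.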

# Supplementary material for: A network pharmacology approach reveals new candidate caloric restriction mimetics in C. elegans
**Source:** Aging Cell. 2015 Dec 16;15(2):256–66. doi: 10.1111/acel.12432
**Supplement:** Supplementary file 2 — Table S1 Human genes used to query the Connectivity Map and their relative change in the CR transcriptional profile used. Table S3 The variation seen in lifespan compared to controls of each treatment.

Table S1. Human genes used to query the Connectivity Map and their relative change in the CR transcriptional profile used.

	Genes
Up	MDM2, HSD17B4, RPS8, HSPA8, SMPD2, KPNB1, DNAJB6 /// TMEM135, CXXC1, SETDB1, CA4, JAK1, ING1, WRNIP1, KPNB1, POLR2A, DNAJB6, CA4, MOGS, UBB, SUCLA2, KPNB1, UBB, ARNT, CRYZ, CCT7, RPS8 /// RPS8P8
Down	CAPRIN1, RPL23, RPL3, ACTG1, PPP3CB, MAP7, FDFT1, TFPI, RBBP4, LOC100294182 /// RPL3, LAMA1

Table S3. The variation seen in lifespan effects of drugs compared to controls in N2 and *eat-2* worm strains. The maximum and minimum change in lifespan in all of the trials performed and the number of trials performed of each lifespan assay in drug-treated *C. elegans*. Abbreviations: TSA

Treatment	% Difference observed	Number of replicates
N2 + RAPAMYCIN	10.4 to 22.8	5
N2+ TSA	8.71 to 23.2	5
N2 + GELDANAMYCIN	1.52 to 3.06	4
N2 + LY-294002	13.8 to 22.8	4
N2 + ALLANTOIN	20.4 to 25.0	3
<i>eat-2</i> + RAPAMYCIN	-3.30 to 10.7	5
<i>eat-2</i> + TSA	-0.317 to 5.81	5
<i>eat-2</i> + GELDANAMYCIN	-20.9 to 9.71	4
<i>eat-2</i> + LY-294002	-1.15 to 13.6	4
<i>eat-2</i> + ALLANTOIN	1.97 to 8.63	3

How the deposited data were processed for this re-analysis (not part of the article)

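The values are log2 signals that the authors made with RMA in Affymetrix Expression Console and deposited as a table of 22625 probe sets by 15 arrays. The paper gives no version of that program, of Transcriptome Analysis Console or of the genome build. Values run from 3.14 to 14.86, and array medians from 6.79 to 7.06. The 77 control probe sets of the manufacturer were left out of the tests. Of the 22548 others, 20766 carry 1 gene symbol, 887 several and 895 none, and 17118 genes have a probe set of their own. Symbols were taken from the deposited annotation, and of the 20701 Entrez identifiers that matched a current gene table, 0 had a changed symbol. Probe sets whose names mark cross-hybridisation can bind related genes, which matters for vit, msp, gsp and cyp-33C genes.

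RNA of whole worms was hybridised to the Affymetrix C. elegans Genome Array, 3 arrays for each of 5 groups. Group labels come from the sample records and doses from the paper. The records give the vehicle as 2% DMSO. The paper's lifespan methods give 0.14 M, and its account of the arrays does not say which their plates held.

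Each pair of groups was compared with limma on its own 6 arrays, since the methods compare conditions in pairs. A spread pooled over all groups would also understate that of the N2 controls. The interaction used the 12 arrays of 4 groups. The 29 gene lists, the tests and the settings to be tried were fixed before the data were examined, but gene values in Tables S4 and S6 and the heat map in Fig. S19 had been seen by then. Lists were tested with camera at a preset correlation of 0.01, with each gene read by its probe set of highest mean, and camera with an estimated correlation and fry were run beside it. Overlaps were tested with Fisher's exact test, one-sided. Shared controls were simulated with 100 draws, and label exchanges used all 10 splits of 3 against 3, or 100 for the interaction. The study's unmoderated test is an equal-variance test of 2 groups, which Table S4 heads as ANOVA and the methods do not describe further. The other settings tried were all 15 arrays in a single fit, with and without array weights, a replicate block, no probe sets among the dimmest 25%, cyclic loess, median centring, a fold of 1.5, a single probe set per gene, the control probe sets kept, probe sets of several genes kept in lists, and each array left out. The number of arrays limits the precision of every value. Software was R 4.3.3, limma 3.58.1 and statmod 1.5.0.

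Genes were named by a rule. In the 4 comparisons of treated or mutant worms with their control it takes the 10 higher and 10 lower called genes with the largest changes and arrays that do not overlap, and elsewhere 3 and 3. It adds up to 3 called members of each list and every gene that the paper names. The bound of the dimmest 25% of probe sets is 5.14, and changes of pud-4, pud-3, hsp-12.6 and cyc-2.2, which have group means below it, are of uncertain size. Genes given as examples of overlaps are those with large changes in both comparisons and were chosen after their values were seen.

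The tests were tried on simulated data with 50 changed probe sets at each of 4 fold sizes. At folds of 1.5, 2.5, 4 and 8, the study's threshold called 1, 43, 48 and 50 for allantoin in N2, 0, 45, 49 and 50 for rapamycin in N2, 0, 49, 50 and 49 for eat-2, 0, 46, 50 and 50 for rapamycin in eat-2, and 2, 46, 50 and 50 for the interaction. An adjusted p under 0.05 called 17, 33, 42 and 47 for allantoin in N2, 15, 35, 44 and 42 for rapamycin in N2, 11, 40, 41 and 48 for eat-2, 25, 38, 49 and 49 for rapamycin in eat-2, and 12, 37, 47 and 49 for the interaction. Unchanged probe sets called at the study's threshold numbered 109, 115, 106, 31 and 175 in that order, and 38, 25, 37, 19 and 40 at an adjusted p under 0.05. The second set is a larger share of the calls than 5%. Of the lists, the shifted collagens were called, and 0 of the other 28. Simulated genes were drawn independently of each other, so this does not try the list test on genes that move together.

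The copy of Table S4 used here is partial: 3 sheets hold 1999 probe sets each and the 4th holds 1353. All of them have the sign found here, with correlations of 0.9895, 0.9946, 0.9995 and 0.9896 between the log2 changes.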

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

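Every test of an explanation in this part was chosen after the results were seen. Groups of 3 arrays are too small for a rule on samples far from the others, so none was applied.

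A difference between groups drew attention to the rapamycin response, which was tested as an interaction of strain and drug in limma. It differed between N2 and eat-2 for 5507 probe sets at an adjusted p under 0.05 and for 3081 at the study's threshold. Among 254 probe sets of named genes, 120 differed. The list medians of N2 minus eat-2 were 2.11 for sperm, 0.6 for neuropeptides, 0.53 for TGF-beta signalling, 0.52 for muscle, 0.39 for DAF-16 induced genes, 0.36 for moulting, 0.36 for neuron, -0.75 for cell cycle and DNA replication, -0.91 for germline and oocyte and -1.47 for vitellogenins. All 10 were called by camera, and none with an estimated correlation.

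A signal was sought in 8 gene families that the paper does not discuss. Camera gave 14 list calls among them, and none with an estimated correlation. On allantoin the medians were -1.54 for sperm, -0.32 for insulin-like peptides, -0.17 for muscle, -0.04 for abu and pqn, -0.04 for ribosomal proteins and -0.08 for detoxification. The last 3 turn to 0.06, 0.06 and 0.02 under median centring. On rapamycin in N2 they were 1.13 for sperm, 0.57 for muscle and 0.09 for ribosomal proteins, the last turning to -0.01 under median centring. In eat-2 controls they were -0.78 for sperm, -0.44 for muscle, -0.14 for ribosomal proteins and 0.08 for immune effectors, and in eat-2 on rapamycin -0.74 for sperm.

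The N2 control arrays are less alike than the arrays of any other group. N2 control 2 lies 0.437 from the mean of the N2 rapamycin arrays. Each of those arrays lies at 0.172 to 0.224 from the mean of the others in its group. The 0.437 is farther than any array of that group. The group is too small to show how far from its mean a rapamycin array can lie. N2 control 2 also correlated better with the rapamycin arrays (0.9831) than with the other N2 controls (0.9742). A swapped rapamycin array is therefore not firmly excluded. N2 control 1 lies 0.244 from the mean of the allantoin arrays, each of which lies within 0.242 of the mean of the others. A swapped allantoin array and a true control therefore cannot be told apart. Cyclic loess left the mean correlation of the N2 controls at 0.9745, below the 0.9934 of the next group. A smooth trend with intensity that this step removes is therefore not the source. The values had already been scaled by RMA, and other technical differences between the arrays were not tested. The design holds no condition that differs among the N2 controls, so no biological explanation was tested.

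Rapamycin in N2 came with higher collagen, moulting and sperm genes and lower vitellogenin, germline and cell cycle genes. Camera called all 6 lists at its preset correlation and none with an estimated correlation. The gap between the list means was divided by a standard error that holds the spread of the N2 controls. It was 5.8 for moulting genes (3.47 and 3.87 without N2 controls 1 and 3). For vitellogenins it was -5.3 (-3.27 without N2 control 2). With all arrays these 2 lists passed the bound set for excluding spread of the N2 controls, and without those arrays they fell short of it. Such spread is therefore not firmly excluded for them. The gap was 3.5 for collagens, 2.17 for sperm, -3.17 for germline and -3.04 for cell cycle genes. The last 3 became 1.59, -1.75 and -1.68 without N2 control 3. For those 4 lists spread of the N2 controls cannot be told apart from an effect of rapamycin. All 6 lists were called the same way by camera at its preset correlation after cyclic loess. Those calls therefore do not rest on a trend with intensity that cyclic loess removes, and other technical differences were not tested. A smaller share of germline RNA that raises every other tissue alike was tested on the vitellogenins, which the intestine makes. The change of their mean beyond that of the intestine genes was -1.52, or -5.56 standard errors. That argues against such a share for the vitellogenins. Without N2 control 3 it was -3.53 standard errors, short of the bound set for excluding it. For the other 5 lists a smaller germline share cannot be told apart from changes within tissues. The largest gap among muscle, neuron and intestine changes was 2.53 standard errors. The drug is the only condition that separates the groups, and a later or earlier reproductive age was not tested.

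The median rapamycin change of sperm genes was 2.11 higher in N2 than in eat-2, called by camera but not with an estimated correlation. The sperm list mean had an SD of 0.75 in N2 controls and 0.66 in eat-2 controls. Whether this spread gave the difference was not tested. With each of the 12 arrays left out in turn, the lowest median difference was 1.53, without N2 control 1, and it was 1.68 without eat-2 control 2, so a single array is excluded as the source. After cyclic loess it was 2.08, so a trend with intensity that this step removes is not the source. Strain is the condition that separates the groups, and no other biological explanation was tested.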

How the results depend on the processing

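Across 13 settings that use all arrays, 487 of 592 summary values stayed on their side of the threshold or within their range, 103 moved and 2 were weaker. Of 64 summary results, 15 kept under all of these and with each array left out, among them the opposite overlaps of allantoin and of eat-2 with rapamycin in N2 and the counts at an adjusted p under 0.05 of N2 rapamycin against allantoin, of N2 rapamycin against eat-2 control and of eat-2 against N2 on rapamycin. For an overlap this means that Fisher's exact p stayed on its side of 0.05, and the counts still moved: of genes higher on allantoin and lower on rapamycin from 17 to 147 with an array left out, and of genes lower on allantoin and higher on rapamycin from 96 to 229. Left out of these numbers are 16 counts of probe sets of Tables S5 and S6 that go the way of their heading, since the study chose those probe sets on these samples and the counts say nothing about stability. For the named genes, 10018 of 10500 values stayed the same, 474 were weaker, 8 stronger and 0 reversed. The setting with N2 control 3 alone and no other was chosen after results were seen. The paragraphs below give every summary value that changed, and the cause was not tested unless the setting itself shows it.

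With the study's unmoderated test in place of limma, the number called was 315 for allantoin in N2, 198 for eat-2 and 606 for eat-2 rapamycin against N2 control. The share higher was 17.5% for allantoin in N2, 54.5% for eat-2, 43% for rapamycin in eat-2, 36.1% for eat-2 rapamycin against N2 control and 79.2% for eat-2 rapamycin against allantoin. The number at an adjusted p under 0.05 was 10 for rapamycin in N2, 2 for eat-2, 928 for rapamycin in eat-2, 2438 for allantoin against eat-2 control, 0 for eat-2 rapamycin against N2 control and 118 for eat-2 rapamycin against allantoin. Shared probe sets numbered 1 higher for both allantoin in N2 and eat-2 (Fisher's exact p = 0.232, 17 before).

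With all 15 arrays in a single limma fit, higher calls made up 30.3% for allantoin in N2. At an adjusted p under 0.05 there were 2519 for allantoin in N2, 7785 for rapamycin in N2, 374 for eat-2, 1980 for rapamycin in eat-2, 2083 for allantoin against eat-2 control and 2863 for eat-2 rapamycin against N2 control. An adjusted p under 0.05 was reached by 355 for eat-2 rapamycin against allantoin.

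With array weights added to the fit of all 15 arrays, calls numbered 1393 for allantoin in N2 and 741 for eat-2. Of the calls, those higher were 35.2% for allantoin in N2, 34.3% for eat-2, 36.5% for eat-2 rapamycin against N2 control and 76.6% for eat-2 rapamycin against allantoin. Probe sets at an adjusted p under 0.05 numbered 3904 for allantoin in N2, 7585 for rapamycin in N2, 447 for eat-2, 7125 for rapamycin in eat-2, 8775 for allantoin against eat-2 control and 3096 for eat-2 rapamycin against N2 control. The number at an adjusted p under 0.05 was 2734 for eat-2 rapamycin against allantoin. The correlation of changes was -0.445 for allantoin in N2 with rapamycin in N2.

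With a replicate block, at an adjusted p under 0.05 there were 156 for rapamycin in N2, 0 for eat-2, 1609 for rapamycin in eat-2, 0 for eat-2 rapamycin against N2 control and 276 for eat-2 rapamycin against allantoin. Shares of higher calls were 37.6% for eat-2. The replicate numbers do not pair the arrays: of 30 pairs with the same number, 9 had deviations that correlated over 0.1 and 16 below 0, with r from -0.354 to 0.454, and 12 of 30 matched their own number best. Of 751 named gene values, 749 stayed the same under the block and 2 were weaker.

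Without the dimmest 25% of probe sets, the share higher was 58.9% for rapamycin in N2, 56.5% for N2 rapamycin against allantoin, 57.7% for N2 rapamycin against eat-2 control and 42.6% for eat-2 against N2 on rapamycin. An adjusted p under 0.05 was reached by 14 for eat-2. The mean correlation of the N2 control arrays was 0.9562. This filter leaves 16911 probe sets with a mean log2 signal over 5.14, so genes below that signal cannot be read with it.

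After cyclic loess, higher calls made up 18.7% for allantoin in N2, 65.7% for rapamycin in N2, 66% for N2 rapamycin against allantoin, 64.8% for N2 rapamycin against eat-2 control and 34.2% for eat-2 against N2 on rapamycin. Probe sets at an adjusted p under 0.05 numbered 2 for eat-2.

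After median centring, of the calls, those higher were 33.8% for allantoin in N2, 50.1% for rapamycin in N2, 48.4% for rapamycin in eat-2, 42.1% for N2 rapamycin against allantoin, 44.6% for allantoin against eat-2 control and 47.5% for N2 rapamycin against eat-2 control. Shares of higher calls were 59% for eat-2 against N2 on rapamycin and 37.2% for eat-2 rapamycin against N2 control. The number at an adjusted p under 0.05 was 14 for eat-2 and 89 for eat-2 rapamycin against N2 control.

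At a fold over 1.5, the threshold of the study called 2196 for allantoin in N2, 4499 for rapamycin in N2, 800 for eat-2, 2113 for rapamycin in eat-2, 8704 for N2 rapamycin against allantoin and 2174 for allantoin against eat-2 control. The number called was 7056 for N2 rapamycin against eat-2 control, 8055 for eat-2 against N2 on rapamycin, 2077 for eat-2 rapamycin against N2 control and 921 for eat-2 rapamycin against allantoin. The share higher was 31% for allantoin in N2, 53.7% for rapamycin in N2, 55.6% for eat-2, 50.5% for N2 rapamycin against allantoin, 44.1% for allantoin against eat-2 control and 52.1% for N2 rapamycin against eat-2 control. Higher calls made up 48.1% for eat-2 against N2 on rapamycin, 31% for eat-2 rapamycin against N2 control and 53.9% for eat-2 rapamycin against allantoin. Shared probe sets numbered 126 lower for both rapamycin in N2 and rapamycin in eat-2 (Fisher's exact p = 0.354, 42 before). The lower fold admits more probe sets by construction.

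By camera with an estimated correlation, the lists called numbered 1 for eat-2 rapamycin against allantoin and 0 for every other comparison and for the interaction.

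By fry, the lists called numbered 0 for allantoin in N2, 3 for rapamycin in N2, 1 for eat-2, 7 for rapamycin in eat-2, 26 for N2 rapamycin against allantoin and 22 for N2 rapamycin against eat-2 control. Lists called were 22 for eat-2 against N2 on rapamycin, 4 for eat-2 rapamycin against N2 control and 5 for the interaction.

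With N2 control 3 as the control array alone, a setting added after the array correlations were seen, calls numbered 1808 for allantoin in N2, 711 for eat-2 and 1566 for eat-2 rapamycin against N2 control. Of the calls, those higher were 43.5% for allantoin in N2, 56.2% for rapamycin in N2, 70.5% for eat-2 and 36% for eat-2 rapamycin against N2 control. At an adjusted p under 0.05 there were 5043 for allantoin in N2, 7553 for rapamycin in N2, 152 for eat-2 and 2154 for eat-2 rapamycin against N2 control. Shared probe sets numbered 173 higher for both allantoin in N2 and rapamycin in N2 (Fisher's exact p = 5.23e-43, 7 before), 87 lower for both allantoin in N2 and rapamycin in N2 (Fisher's exact p = 3.02e-05, 7 before), 97 higher for both rapamycin in N2 and eat-2 (Fisher's exact p = 4.16e-20, 5 before) and 17 lower for rapamycin in N2 but higher for rapamycin in eat-2 (Fisher's exact p = 0.257, 24 before). The correlation of changes was -0.0833 for allantoin in N2 with rapamycin in N2, -0.0298 for rapamycin in N2 with eat-2 and -0.0294 for rapamycin in N2 with rapamycin in eat-2. The lists called numbered 5 for allantoin in N2. The lone control array is assumed there to vary like the other groups.

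Leaving out each array in turn gave 486 values, of which 407 stayed the same, 76 moved and 3 were stronger, and an array fewer also lowers the precision. The number called ran from 337 to 2047 for allantoin in N2, from 1378 to 3082 for rapamycin in N2, from 196 to 1144 for eat-2 and from 637 to 1869 for eat-2 rapamycin against N2 control. The share higher in percent ran from 12 to 33.8 for allantoin in N2, from 59.3 to 65.8 for rapamycin in N2, from 40.1 to 61.3 for eat-2 and from 29.9 to 41.9 for eat-2 rapamycin against N2 control. The share higher in percent ran from 33.3 to 40.1 for allantoin against eat-2 control, from 50.3 to 81.5 for eat-2 rapamycin against allantoin and from 34.7 to 42.7 for rapamycin in eat-2. The number at an adjusted p under 0.05 ran from 0 to 4606 for allantoin in N2, from 0 to 6889 for rapamycin in N2, from 0 to 445 for eat-2 and from 0 to 2560 for eat-2 rapamycin against N2 control. The number at an adjusted p under 0.05 ran from 2518 to 5167 for allantoin against eat-2 control, from 204 to 858 for eat-2 rapamycin against allantoin and from 1004 to 3229 for rapamycin in eat-2. The number of lists called ran from 9 to 18 for allantoin in N2 and from 6 to 11 for eat-2. The number with a different rapamycin effect in N2 and eat-2 at an adjusted p under 0.05 ran from 3267 to 8513. The mean correlation of the N2 control arrays ran from 0.9669 to 0.9815. The number of shared probe sets ran from 3 to 42 lower for both allantoin in N2 and rapamycin in N2, from 0 to 3 higher for allantoin in N2 but lower for eat-2 and from 2 to 31 lower for both rapamycin in N2 and eat-2. The correlation of changes ran from -0.61 to -0.336 for allantoin in N2 with rapamycin in N2, from 0.272 to 0.784 for allantoin in N2 with eat-2, from -0.51 to -0.176 for rapamycin in N2 with eat-2 and from -0.221 to -0.032 for rapamycin in N2 with rapamycin in eat-2.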

Differences from the paper's values

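The alternatives named in this part were set before the data were examined, and the ratio that counts as a difference is 1.5. Counts are at the thresholds that the paper states.

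For allantoin in N2 against controls, 201 probe sets were higher, where the paper's count is 77. Within the paper's value came the study's unmoderated test, leaving out N2 control 2 or 3 and leaving out any allantoin array, and the 10 other alternatives did not. For the same comparison 712 were lower, where the paper's count is 287. Leaving out N2 control 2 or 3, leaving out allantoin 1 or 2 and the study's unmoderated test came within it, and the 11 others did not.

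In eat-2 against N2 control 183 were lower, where the paper's count is 93. The study's unmoderated test and leaving out N2 control 2, eat-2 control 1 or eat-2 control 3 came within it, and the 12 others did not. In eat-2 rapamycin against N2 control 735 were lower, where the paper's count is 409. Median centring, a single probe set per gene, the study's unmoderated test, leaving out N2 control 2 or 3 and leaving out any eat-2 rapamycin array came within it, and the 8 others did not. In eat-2 rapamycin against N2 allantoin 103 were lower, where the paper's count is 55. All 15 arrays with array weights, the study's unmoderated test, a single probe set per gene and leaving out eat-2 rapamycin 2 came within it, and the 12 others did not.

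For genes higher on both drugs in N2, Fisher's exact p was 0.898, where the paper's p is 0.37. Only leaving out N2 control 2 came within it, and the 17 others did not, the study's unmoderated test among them at 0.664. For a shortfall of genes lower on both drugs, Fisher's exact p was 5.7e-05, where the paper's p is 1.6E‐3. Leaving out allantoin 3 and the study's unmoderated test, at 0.00134, came within it, and the 16 others did not. In 5 of those 16 the shortfall itself is lost: without N2 control 1 (0.977) or 3 (0.53), without allantoin 1 (0.0568) or 2 (0.0874) and with array weights (0.0813).

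Genes lower both on allantoin and in eat-2 numbered 73, where the paper's count is 16. Leaving out N2 control 2 and the study's unmoderated test, at 11, came within it, and the 16 others did not. Fisher's exact p was 5.18e-61, where the paper's p is 4.69E‐14, and none of the 18 alternatives came within it, the study's unmoderated test giving 7.22e-09. Genes with opposite directions on rapamycin in N2 and in eat-2 numbered 131, where the paper's count is 56. The study's unmoderated test, at 61, and leaving out N2 control 2, eat-2 control 1 or eat-2 control 3 came within it, and the 14 others did not.

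Between rapamycin in N2 and rapamycin in eat-2, 76 genes shared a direction, where the paper's count is 44. The study's unmoderated test, at 50, a single probe set per gene, and leaving out N2 control 3, any N2 rapamycin array, eat-2 control 1 or eat-2 rapamycin 2 came within it, and the 13 others did not. Opposite directions numbered 121, where the paper's count is 35. Only the study's unmoderated test, at 44, came within it, and the 20 others did not. Fisher's exact p was 5.48e-07 for genes higher in both, where the paper's p is 3.39E‐5. Leaving out N2 rapamycin 2 or eat-2 control 1 came within it, and the 19 others did not, the study's unmoderated test giving 1.35e-05. For genes lower in both it was 2.97e-10, where the paper's p is 1.10E‐3, and none of the 21 alternatives came within it, the study's unmoderated test giving 3.67e-06.

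The paper's text calls more genes higher than lower on allantoin when set against eat-2 controls, and more lower than higher on rapamycin. With N2 on the drug minus eat-2 control, allantoin gave 231 higher and 385 lower, and rapamycin 2150 higher and 1443 lower. The paper's Table 4, read as eat-2 control against N2 on the drug, has the directions found here. The paper finds no significant overlap between genes higher on allantoin and higher in eat-2. Here 17 were shared (Fisher's exact p = 7.27e-14), and with the study's unmoderated test 1 was (Fisher's exact p = 0.232). In Table S6 the fold signs of 3 sheets run opposite to their headings, namely rapamycin in N2, N2 rapamycin against eat-2 control and rapamycin in eat-2, and the arrays follow the headings.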

Other observations

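Every value here comes from lists and comparisons set before the results were seen, except where the text says otherwise.

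Worms with both the eat-2 mutation and rapamycin were set against 2 groups of N2 worms. Against N2 controls, asp-17 was higher by 4.03 (limma adjusted p = 0.00593) and cyp-33C4 by 3.86 (limma adjusted p = 0.0289). Against allantoin-treated N2 worms, cyp-33C4 was higher by 4.72 and asp-17 by 3.65 (limma adjusted p = 0.00024 for both), and ctn-1 read -2.08 (limma adjusted p = 0.000543). In the second comparison 10 of 35 lysosomal peptidases were called higher and none lower, with a median of 0.49 (camera adjusted p = 9.41e-14, adjusted p = 0.109 with an estimated correlation), and 19 were higher when adjusted over the list alone. The mean of that list was already 10.28 in eat-2 controls, with 10.32 in eat-2 worms on rapamycin. Immune effectors had 31 of 291 called higher and 2 lower (camera adjusted p = 8.84e-11), and this was the only list in any comparison that was also called with an estimated correlation (adjusted p = 0.0321). Median centring and cyclic loess kept both directions.

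Reproduction genes separated the strains on rapamycin. In eat-2 against N2, pud-4 was higher by 7.86 (limma adjusted p = 3.48e-07), over a level of 4.14 that lies below the bound of 5.14 for the dimmest 25% of probe sets, and pud-3 by 7.05 (limma adjusted p = 2.3e-07). Of 45 germline and oocyte genes 24 were called higher and none lower (median 1.07, camera adjusted p = 5.32e-11, adjusted p = 0.155 with an estimated correlation), and of 61 sperm genes 47 were lower and 1 higher (median -2.87, camera adjusted p = 2.19e-18, adjusted p = 0.33 with an estimated correlation). Their signs held under median centring and cyclic loess.

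Smaller families were read as well. On allantoin, intestine genes had a median of -0.27 and neuron genes -0.2 (camera adjusted p = 0.000237 and 0.00106, adjusted p = 0.537 for both with an estimated correlation). On rapamycin in N2, 58 abu and pqn genes had 0.13, 24 insulin-like peptides 0.1 and 38 translation factors -0.06, none of them called by camera, and the last turned to 0.1 after cyclic loess. The 12 predicted drug targets had medians of 0.17 on allantoin and -0.19 on rapamycin in N2, also not called.

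Log2 means of 2 genes that the paper names were taken over N2 control, N2 allantoin, N2 rapamycin, eat-2 control and eat-2 rapamycin. For let-363 they were 10.05, 10.18, 10.07, 10.02 and 10. For daf-16 they were 9.64, 9.02, 10.16, 9.32 and 9.25, with an interaction of 0.59 (limma adjusted p = 0.0728).

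Other splits of the arrays were counted for each comparison. The real groups called more than any of the other 9 splits of 10 except for eat-2 against N2 control, where 2 splits reached 342 with the real one counted. With 10 splits a share under 0.05 cannot be reached. The highest count of another split was 17 for N2 rapamycin against allantoin, 23 for allantoin against eat-2 control, 62 for N2 rapamycin against eat-2 control, 26 for eat-2 against N2 on rapamycin, 24 for eat-2 rapamycin against allantoin and 537 for eat-2 rapamycin against N2 control. In the last comparison the split of N2 control 1 with eat-2 rapamycin 1 and 3 gave 187 probe sets at an adjusted p under 0.05, and the real groups gave 43, which points to a structure of the arrays other than the groups.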
